# Clr-f expression regulates kidney immune and metabolic homeostasis

**DOI:** 10.1038/s41598-022-08547-9

**Published:** 2022-03-22

**Authors:** Haggag S. Zein, Elias Abou-Samra, Michal Scur, Alex Gutsol, Clayton W. Hall, Bishal Dasgupta, Lara Gharibeh, Turki Abujamel, Daniel Medina-Luna, Gayani S. Gamage, Tessa J. Pelino, Mona Nemer, Mir Munir A. Rahim, Alexander Steinle, Brendon D. Parsons, Andrew P. Makrigiannis

**Keywords:** Chronic kidney disease, Innate immunity

## Abstract

The C-type lectin-related protein, Clr-f, encoded by *Clec2h* in the mouse NK gene complex (NKC), is a member of a family of immune regulatory lectins that guide immune responses at distinct tissues of the body. Clr-f is highly expressed in the kidney; however, its activity in this organ is unknown. To assess the requirement for Clr-f in kidney health and function, we generated a Clr-f-deficient mouse (*Clr-f*^−/−^) by targeted deletions in the *Clec2h* gene. Mice lacking Clr-f exhibited glomerular and tubular lesions, immunoglobulin and C3 complement protein renal deposits, and significant abdominal and ectopic lipid accumulation. Whole kidney transcriptional profile analysis of *Clr-f*^−/−^ mice at 7, 13, and 24 weeks of age revealed a dynamic dysregulation in lipid metabolic processes, stress responses, and inflammatory mediators. Examination of the immune contribution to the pathologies of *Clr-f*^−/−^ mouse kidneys identified elevated IL-12 and IFNγ in cells of the tubulointerstitium, and an infiltrating population of neutrophils and T and B lymphocytes. The presence of these insults in a *Rag1*^−/−^*Clr-f*^−/−^ background reveals that *Clr-f*^−/−^ mice are susceptible to a T and B lymphocyte-independent renal pathogenesis. Our data reveal a role for Clr-f in the maintenance of kidney immune and metabolic homeostasis.

## Introduction

Maintaining tolerance to harmless self-antigens can be a daunting task for renal immune cells, which are constantly exposed to generally innocuous low-molecular-mass proteins filtered from the circulation. This immune regulation must hold several layers of kidney defenses in check. Tubular epithelial cells, which regulate the exchange of ions, water, and small molecules between the glomerular filtrate and circulating blood, also possess the ability to recognize pathogenic or auto-antigens using a sophisticated repertoire of pattern recognition receptors (PRRs)^1^. Resident immune cells of the kidney, mainly dendritic cells (DCs), and a small population of macrophages and lymphocytes occupy the tubulointerstitial space surrounding the nephrons and also express a variety of PRRs^2–4^. In the context of kidney disease, renal damage often starts at the glomerulus and spreads to the immune cells of the interstitium. Glomerular injuries may cause a profusion of proinflammatory cytokines and leakage of the glomerular filtrate and autoantigens into the tubulointerstitium. This disruption results in the activation of infiltrating lymphocytes by DCs, which drives the additional production of inflammatory cytokines that lead to further tissue damage. While mechanisms for the ablation of autoreactive T cells in renal lymph nodes are proposed as a means of maintaining tolerance to self-ligands among intra-renal immune cells, our understanding of the role the kidney epithelium plays in maintaining homeostasis is less clear^5^.

One member of the C-type lectin-related (Clr) family of surface proteins, Clr-f (encoded by *Clec2h*), is strongly expressed in the mouse proximal tubular epithelium and the intestine^6,7^. Clr-f is one of seven members of the Clr protein family in mice (Clr-a/*Clec2e*, Clr-b/*Clec2d*, Clr-c/*Clec2f*, Clr-d/*Clec2g*, Clr-f/*Clec2h*, Clr-g/*Clec2i*, and Clr-h/*Clec2j*), which have distinct and overlapping tissue-specific patterns of expression^6^. The Clr proteins exhibit characteristic attributes of immune regulatory molecules^6^, such that the Clr proteins are commonly described in the functional paradigm as tissue-specific ligands of five C-type lectin receptors belonging to the NKR-P1 family [NKR-P1A (encoded by *Klrb1a*), NKR-P1C/*Klrb1c*, NKR-P1F/*Klrb1f*, NKR-P1D/*Klrb1d*, and NKR-P1G/*Klrb1g*] that mediate self- versus non-self-recognition and regulate innate immune responses^6,8–13^. In this receptor system paradigm, Clr-f is the reported self-ligand of the inhibitory NKR-P1G receptor^7^. In humans, the lectin-like transcript 1 (LLT1), encoded by *CLEC2D*, is the functional and structural ortholog of the mouse Clr proteins. LLT1 is expressed in a wide variety of cells and tissues including lymphocytes, DCs, osteoblasts^14–16^, and the gallbladder, digestive tract, lung pneumocytes, and renal tubular epithelium^17^. Similar to the receptor–ligand system in mice, LLT1 is recognized by the NKR-P1A lectin-like receptor, an ortholog of the mouse NKR-P1 proteins^18^.

Despite the significant levels of Clr-f expression in the kidney and intestinal epithelium, its function in these tissues is unclear. In the gut, Leibelt and co-workers showed that Clr-f is upregulated in intestinal epithelial cells after poly(I:C)-induced inflammation^7^, possibly to limit immune damage to the intestinal epithelium by intraepithelial lymphocytes that express the inhibitory NKR-P1G receptor. The tissue-specific expression of Clr-f suggests that the NKR-P1G:Clr-f recognition appears to regulate innate immune cells in a tissue-specific manner. However, the role of Clr-f in the renal epithelial cells, and its role in the regulation of innate immune responses is completely unknown in the kidney.

Here we explore the role of Clr-f in the kidney, using Clr-f-deficient mice. We show that mice lacking Clr-f develop pathological lesions involving the glomeruli and tubules. Additionally, we uncover an age-associated deposition of immune complexes in the glomeruli of Clr-f-deficient mice and the presence of renal infiltrating neutrophils, and T and B cells. Global transcript analysis of Clr-f-deficient kidneys revealed a dysregulation of lipid metabolic pathways and inflammatory pathways, which was mirrored in the pathological progression of Clr-f-deficient mice at old age, with mice exhibiting significant accumulation of abdominal fat tissue and lipids in the renal cortical interstitium. Our findings provide a kidney-protective role for Clr-f, which exhibits immunoregulatory activity over immune subsets, and may play a role in metabolic homeostasis in the kidney.

## Results

### Generation of Clr-f-deficient mice

Previous reports of the tissue-specific distribution of mouse Clr family members found low levels of Clr-f expression in the liver and very high expression in kidney and gut-epithelial tissues^6,7,19^. To resolve the cell-specific expression pattern of *Clr-f* in WT mouse kidneys, we probed kidney tissues with DIG-labeled *Clr-f-*specific RNA probes by in situ hybridization. We detected *Clr-f* transcript-specific staining in epithelial cells of the proximal convoluted tubules and less pronounced staining of the distal renal tubules (Fig. 1A). Signals were also detected in podocytes, but not in glomerular mesangial and endothelial cells, nor in the interstitium or lymphoid and vascular structures of the kidney, aligning with the *Clr-f* expression reported in whole kidney single-cell RNA sequencing^20^.

**Figure 1:**
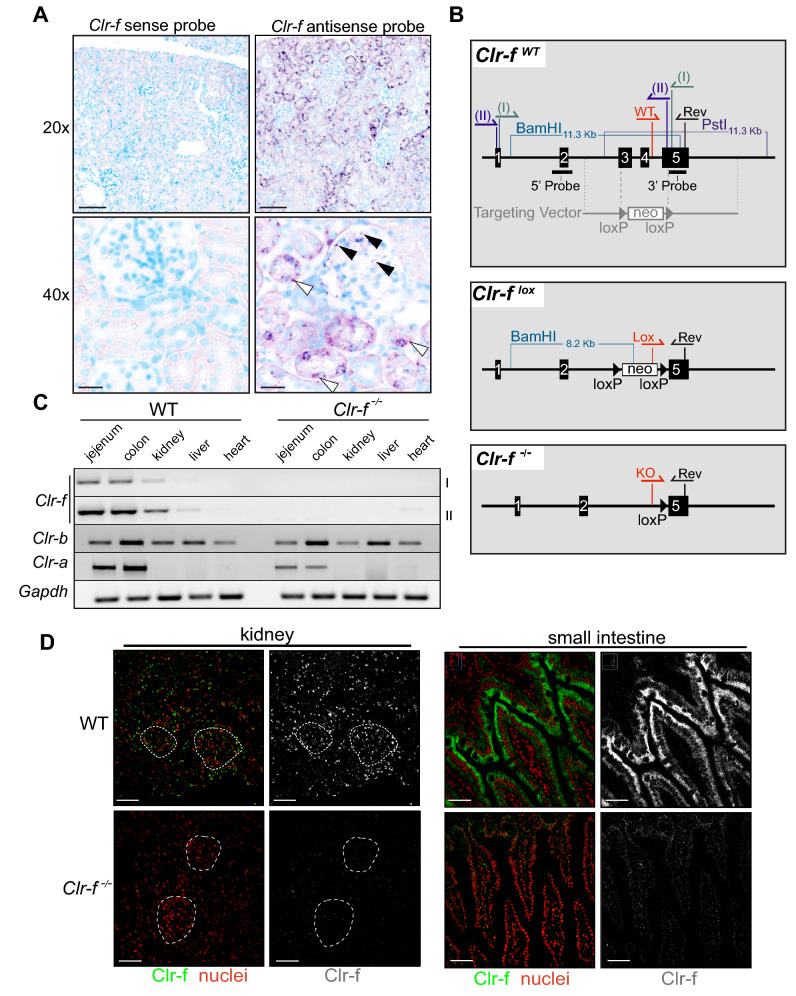
Generation of *Clr-f*^−/−^ mice by targeted *Clr-f* gene deletion. (**A**) In situ hybridization of full-length *Clr-f* DIG-labelled sense and antisense probes to WT kidney tissues. DIG staining of proximal tubular cells (white arrowheads), and podocytes (black arrowhead) indicated. Scale bars represent 100 μm in upper panels and 25 μm in lower panels. (**B**) Schematic of genetic strategy to ablate the *Clr-f* gene exons 3, 4, and part of 5 with targeting vector by homologous recombination. Southern blot analysis 5′ and 3′ probe targets, and *Bam*HI and *Pst*I restriction enzyme digestion sites, used to confirm ES cell clone targeting, are shown. Locations of PCR primer annealing sites for genotype validations performed in Fig. S1 are shown in red and black. Locations of *Clr-f* RT-PCR primers (I) and (II) annealing sites in exons 1 and 5 are shown. (**C**) RT-PCR analysis of the indicated transcript expression in various organs. Heart tissue-derived cDNA was used as a negative control for *Clr-f* transcript expression. Two primer sets were used to amplify the *Clr-f* transcript: the binding sites for PCR primers (I) or (II) are shown in the *Clr-f* ^WT^ panel B. Cropped gel images of separate gels are shown. Full-length gel images are shown in Fig. S3A. (**D**) IF of the renal cortex and small intestine of WT and *Clr-f*^−/−^ mice using the 10A6 antibody. Glomeruli are indicated in kidney IF panels, Clr-f staining is shown in green, nuclei are shown in red. Scale bars represent 40 μm.

To explore the role of Clr-f in kidney health and function, we generated Clr-f-deficient mice (*Clr-f*^−/−^) by homologous recombination-mediated deletion of *Clr-f* exons 3, 4, and part of exon 5 (Fig. 1B and Fig. S1). RT-PCR of *Clr-f* gene expression in kidney, intestine, and liver cells of *Clr-f*^−/−^ mice confirmed a complete loss of detectable *Clr-f* transcript. We also confirmed that the most closely related Clr transcripts, the *Clr-b* and *Clr-a* transcripts, were still detectable (Fig. 1C). Immunofluorescent (IF) labeling of the kidney and small intestine of *Clr-f*^−/−^ mice confirmed the absence of Clr-f protein expression (Fig. 1D and Fig. S2A).

The *Clr-f* gene lies in apposition to the *Klrb1g* gene, which encodes NKR-P1G, the reported receptor for Clr-f. To assess whether the deletion in *Clr-f* alters the expression of *Nkrp1g*, we imaged NKR-P1G-labeled intestinal and splenic tissues of WT and *Clr-f*^−/−^ mice by IF (Fig. S2B,C) and measured NKR-P1G on CD3^+^ and NKp46^+^ splenocytes from WT and *Clr-f*^−/−^ mice (Fig. S2D,E). NKR-P1G-staining of gut and splenic tissues and isolated splenocytes of *Clr-f*^−/−^ mice were indistinguishable from that of WT mice, confirming that the *Clr-f* gene deletion does not alter NKR-P1G protein expression.

### Kidney tubular and glomerular lesions in Clr-f-deficient mice

The initial examination of *Clr-f*^−/−^ kidney sections revealed several alterations in the renal cortex. To evaluate histopathologic lesions, PAS-stained kidney sections from four 12-week-old WT and *Clr-f*^−/−^ mice were assessed in a blinded fashion (Fig. 2A). A variable presence of proximal and distal tubular lesions was observed in *Clr-f*^−/−^ kidneys which included, tubular epithelial cell flattening, nuclear displacement, and loss of brush borders (Fig. 2A; top panels). In rare instances, tubular necrosis was found in the form of luminal necrotic debris accumulation and complete epithelial loss in some of the examined areas. The *Clr-f*^−/−^ kidneys also exhibited glomerular pathologies (Fig. 2A; bottom panels), with areas of focal thickening of glomerular tufts, minimal periglomerular fibroblast proliferation associated with mild interstitial fibrosis, and more severe lesions with mesangiolysis, capillary aneurysms that progressed to pronounced disruption of glomeruli and a constant presence of necrotizing cellular debris in Bowman’s spaces. Glomerular pathology scoring revealed a significant number of glomerular lesions in Clr-f-deficient mice in comparison to WT littermates (Fig. 2B). Electron microscopy revealed severe podocyte damage, podocyte foot process effacement, and significant thickening of the glomerular basement membrane (GBM) (Fig. 2C,D).

**Figure 2:**
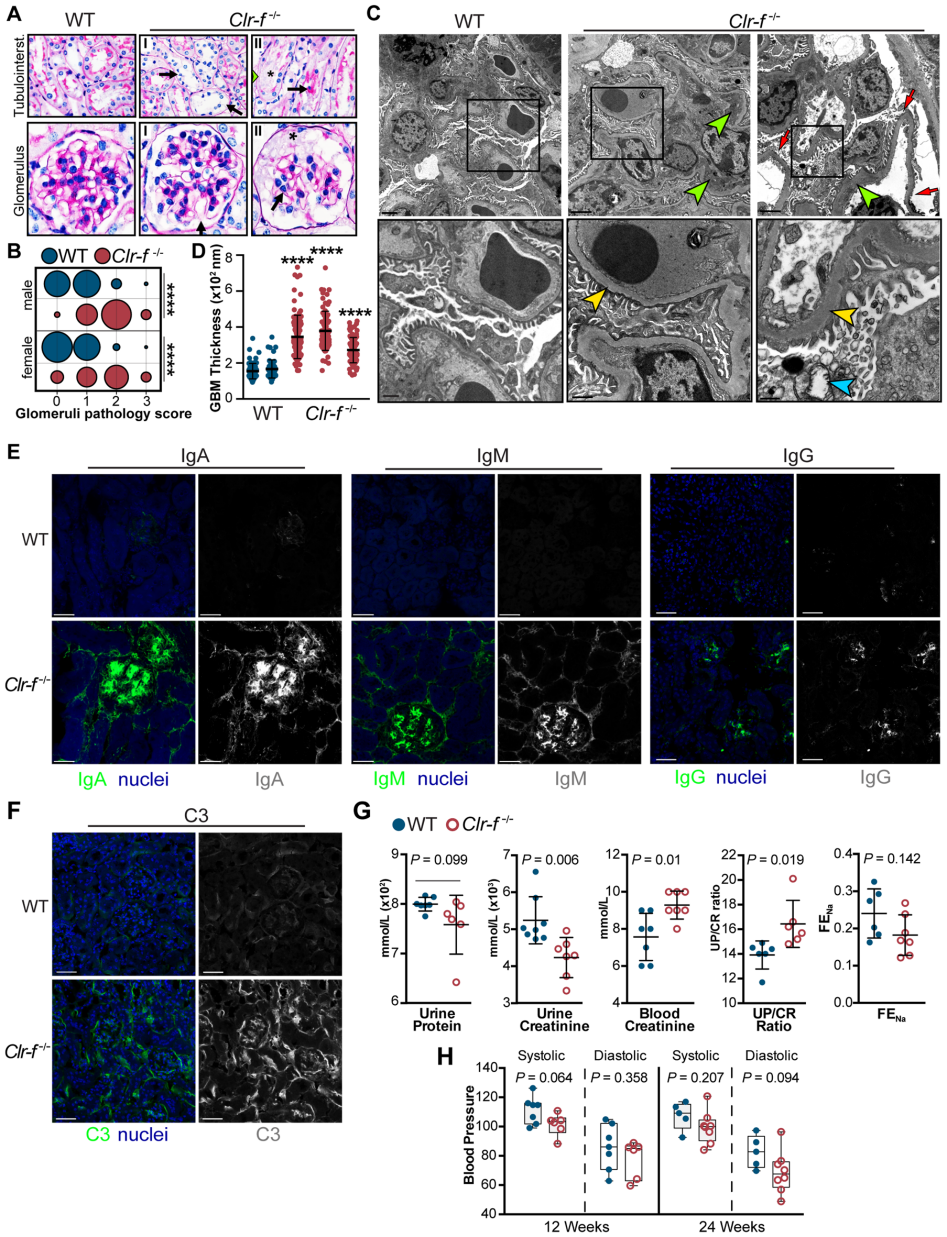
Clr-f-deficient mice exhibit kidney pathology and altered kidney function. (**A**) Renal tissue sections from 12-week-old WT and *Clr-f*^−/−^ mice (n = 4) stained with PAS. Upper panels show the appearance of lesions in proximal and distal tubules of *Clr-f*^−/−^ mice with severity ranging from minimal epithelial disturbance (not shown), (I) flattened tubular epithelium with numerous cytoplasmic vacuoles (arrows), nuclear apical displacement, and (II) moderate and aggravated lesions with the disappearance of tubular epithelium. The green arrowhead in the far right panel (II) indicates an area of cell loss where the tubular basement membrane is covered by a thin layer of cytoplasm. Arrows indicate detached cells in tubular lumina and the asterisk marks an area of accumulated necrotic debris and loss of epithelial cell brush border. Lower panels show glomerular sections from 12-week-old WT and *Clr-f*^−/−^ mice (n = 4) stained with PAS. *Clr-f*^−/−^ mice exhibit a varying extent of glomerular mesangiolysis with (I) primary phase and (II) fragmentation and pronounced disruption of glomeruli. Arrows indicate capillary aneurysms (arrow). An asterisk indicates necrotizing cellular debris and plasma in Bowman’s spaces. (**B**) Pathology scoring of the observed glomerular lesions. Scores are based on the level of disappearance of the glomerulus: 0: < 10%, 1: 10–30%, 2: 30–60%, 3: > 60%. The bubble area represents the proportion of total counts (****P ≤ 0.0001). (**C**) Transmission electron micrographs demonstrate severe podocyte destruction and podocyte foot process effacement in *Clr-f*^−/−^ mice (red arrows). The inset boxes in the upper panels are shown in the lower panels. Yellow arrowheads indicate GBM thickening, green arrowheads indicate subendothelial electron-dense deposits, blue arrowhead indicates mitochondrial cristolysis. Upper panel scale bars represent 2 μm. The lower left and middle panel scale bars represent 800 nm and lower right panel scale bar represents 500 nm. (**D**) Measurements of GBM thickness from electron microscopy micrographs of WT (n = 2) mice and *Clr-f*^−/−^ (n = 3) mice. Each point represents a distinct GBM measurement. (****P ≤ 0.0001). (**E**) IF staining of WT and *Clr-f*^−/−^ glomerular sections for IgA, IgM, IgG deposition, and (**F**) C3 complement protein in 12-week-old mouse kidneys. Scale bars represent 40 μm. (**G**) Protein and creatinine measurements in urine and serum samples and urinary fractional excretion of sodium (FE_Na_) values from 12-week-old male *Clr-f*^−/−^ and WT mice. (**H**) Blood pressure measurement in *Clr-f*^−/−^ mice compared to their WT littermates at indicated ages. Mean and standard deviation are shown.

To assess if kidney immunoglobulin deposits were present, which are characteristically associated with the pathologies observed, we stained renal cortex sections of WT and *Clr-f*^−/−^ kidneys for the presence of IgA, IgM, and IgG antibodies by IF (Fig. 2E). *Clr-f*^−/−^ kidneys show clear dominant IF staining of glomerular IgA deposits accompanied by pronounced IgM deposits and a lesser but consistent presence of IgG deposits. Likewise, we detected similar patterns of IgA, IgM, and IgG tubulointerstitial deposits in *Clr-f*^−/−^ kidneys. Complement protein C3 was also broadly detected in *Clr-f*^−/−^ kidneys but not in WT kidneys (Fig. 2F).

### Clr-f is required for proper kidney function

To evaluate the impact of *Clr-f*^−/−^ pathologies on kidney function, we analyzed blood and urine composition from 12-week-old male *Clr-f*^−/−^ and WT littermates. We found a modest, yet statistically significant, increase in the urine-protein-to-creatinine (UP/CR) ratio in *Clr-f*^−/−^ mice compared to WT mice, with increased serum creatinine, but similar urine protein levels compared to WT mice, as well as a similar fractional excretion of sodium (FE_Na_) (Fig. 2G). Given the tubular expression of Clr-f, we assessed if *Clr-f*^−/−^ mouse blood pressure in 12-week-old and 24-week-old *Clr-f*^−/−^ mice was affected. *Clr-f*^−/−^mice exhibited a marginal but non-statistically significant decrease in blood pressure compared to WT littermates (Fig. 2H). These results show that normal kidney filtration is altered in the absence of Clr-f, but Clr-f shows no significant roles in renal electrolyte homeostasis or blood pressure regulation.

### *Clr*-*f*^−/−^ kidney transcriptome shows a dysregulation in metabolism

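Kidney RNA of 18 mice was sequenced, from 3 WT mice and 3 mice labelled *Clr-f*-/- at each of 3 ages (7, 13 and 24 weeks), with 1 library per mouse. The authors filtered the reads on base quality, mapped them with STAR to the mouse genome (GRCm38.p6), removed duplicates and made tables of counts. The deposited values are whole-number counts without normalization, although the paper calls them FPKM. The paper gives a depth of over 30 M reads per sample, while the values used here are counts on genes, with a median of 27.7 M per library. At 7 weeks, WT libraries held 24408223 to 32156989 counts (median 27802053) and libraries labelled *Clr-f*-/- held 24183595 to 28609156 (median 25378890). At 13 weeks, the totals were 26409930 to 30097007 counts in WT libraries (median 27893701) and 22193736 to 32742734 in libraries labelled *Clr-f*-/- (median 27669809). At 24 weeks, they were 24205750 to 31111962 counts in WT libraries (median 27341809) and 25755959 to 29121520 in libraries labelled *Clr-f*-/- (median 28482232). Counts were normalized with edgeR's TMM method, and genes with at least 1 CPM (counts scaled to the library total) in at least 3 of the 6 libraries of an age were tested at that age alone. Each standard error given is the absolute log2 fold change divided by the square root of the F statistic of edgeR's test. The 13-week libraries labelled *Clr-f*-/- differed from the other 15 libraries in their dependence on GC content. Across genes, which are not independent replicates, the log2 difference of a library from the WT mean of its age was related to GC content with Spearman's rho of 0.647, 0.751 and 0.704 in these 3 libraries, and of -0.132 to 0.118 in the others. Between 19541 and 23732 genes or transcripts had counts in these 3 libraries, against 24653 to 25041 in WT libraries of that age. Their mean Pearson's r with the other libraries of their group was 0.907 to 0.936, against 0.961 to 0.993 for libraries of the other 5 groups. Results at 13 weeks are also given with offsets that remove each library's trends with GC content and gene length.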

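*Clec2h* (ENSMUSG00000030364), which encodes Clr-f, lies on chromosome 6 of GRCm38.p6 from 128662385 to 128677374 on the forward strand. At 7 weeks, its counts were 2963, 3126 and 3395 in WT libraries and 2038, 2216 and 3351 in libraries labelled *Clr-f*-/-. At 13 weeks, they were 1830, 1288 and 663 in WT libraries and 1145, 531 and 430 in libraries labelled *Clr-f*-/-. At 24 weeks, they were 1863, 626 and 1307 in WT libraries and 1117, 425 and 2583 in libraries labelled *Clr-f*-/-. The log2 fold change of *Clec2h* between libraries labelled *Clr-f*-/- and WT libraries was -0.31 at 7 weeks (standard error 0.12, adjusted p = 0.234 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was -0.30 at 13 weeks (standard error 0.37, edgeR adjusted p = 0.495) and 0.01 at 24 weeks (standard error 0.58, edgeR adjusted p = 0.997), and the libraries of both labels overlapped at every age. With GC and length offsets, the value at 13 weeks was 0.98 (edgeR adjusted p = 0.113, with a range of 0.113 to 0.972 over the alternatives for Clec2h at 13 weeks). The counts are per gene, so reads on exons left in place by the targeting cannot be told apart from reads on deleted exons. Because the counts of the deleted gene do not follow the labels, every direction is stated for libraries labelled *Clr-f*-/- and does not rest on a measured loss of the gene. *Klrb1* (ENSMUSG00000079299, also named *Klrb1g*), the gene of the Clr-f receptor NKR-P1G, starts 28462 bases beyond the end of *Clec2h*, at 128705836 to 128723059 on the reverse strand, and did follow the labels. WT libraries held at most 4 *Klrb1* counts at 7 weeks, 3 at 13 weeks and 2 at 24 weeks. The libraries labelled *Clr-f*-/- held 2794, 3111 and 4163 counts at 7 weeks, 2097, 857 and 522 at 13 weeks, and 1441, 659 and 3199 at 24 weeks. The log2 fold change at 7 weeks was 10.45 (edgeR adjusted p = 1.39e-06), with all 3 libraries labelled *Clr-f*-/- above all 3 WT libraries. Because WT libraries held at most 4 counts, the size of this change is only roughly known. Against the floor of 3 counts, *Klrb1* CPM was at least 369-fold higher at 13 weeks (edgeR adjusted p = 0.00974) and at least 568-fold higher at 24 weeks (edgeR adjusted p = 0.0420). The paper's text does not name whether the counting used strand, so *Klrb1* counts can include reads of either strand.

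**Figure D1:**
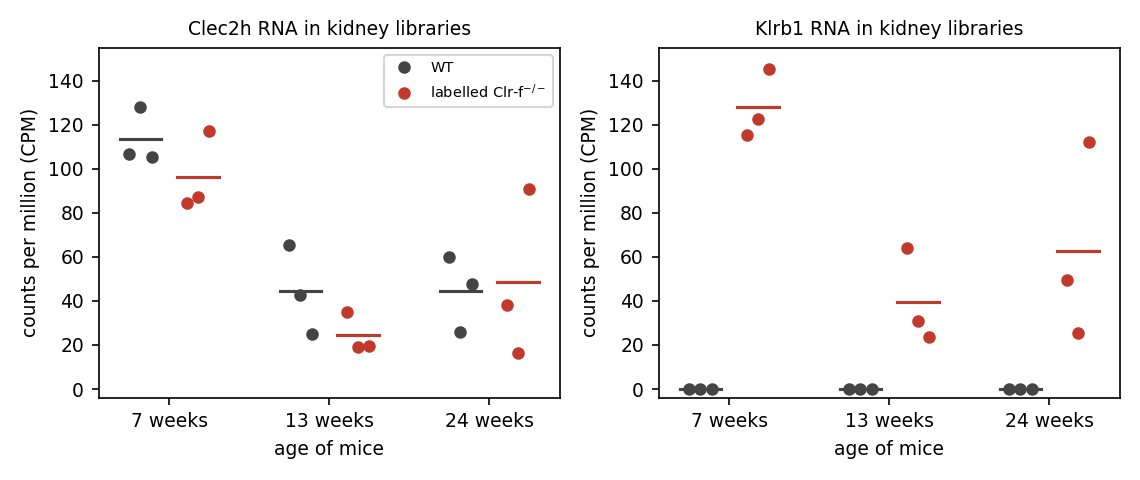
CPM of *Clec2h* and *Klrb1* RNA in each kidney library by age and label, with a line at the mean of each group of 3. *Clec2h* overlaps between the labels at each age, while *Klrb1* lies at or near 0 in WT libraries and between 23.5 and 146 CPM in libraries labelled *Clr-f*-/-.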

To investigate the underlying transcriptional processes responsible for *Clr-f*^−/−^ kidney pathophenotypes, we performed RNA-sequencing on kidneys of 7-, 13-, and 24-week-old WT and *Clr-f*^−/−^ mice. 

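At 7 weeks, 66 of 14226 genes tested had an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 44 higher and 22 lower in libraries labelled *Clr-f*-/- than in WT libraries, with a median absolute log2 fold change of 0.89. At 13 weeks, 5371 of 13864 genes (38.7%) passed, 3030 higher and 2341 lower, with a median absolute log2 fold change of 1.66. At 24 weeks, 7 of 14270 genes passed, 4 higher and 3 lower. An unadjusted p-value under 0.05 was reached by 2803, 7887 and 2600 genes at 7, 13 and 24 weeks. The 3 libraries of each label did not overlap in 25.0% of genes at 7 weeks, 68.8% at 13 weeks and 26.6% at 24 weeks, where chance gives 10%. The biological coefficient of variation was 0.105 at 7 weeks, 0.386 at 13 weeks and 0.184 at 24 weeks. The lists at 7 and 13 weeks shared 19 genes, of which 15 changed in the same direction. Scaled by library totals alone, the 13-week comparison gave 0 genes, with 5361 at an unadjusted p-value under 0.05. With TMM and 1 library left out, it gave 10838 genes without replicate 1 of *Clr-f*-/-. Without any other single library it gave only 0 or 1, with 4780 to 6146 at an unadjusted p-value under 0.05. The 5371 calls thus depend on nearly every library. With GC and length offsets, the number of changed genes was 1212, of which 682 were among the 5371.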

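The genes named for each age are those with the largest changes within the limits set for naming. These were an adjusted p-value under 0.05, a mean of at least 5 CPM and all 3 libraries labelled *Clr-f*-/- on the same side of the 3 WT libraries. Genes outside these limits can have larger changes, such as *Igha* at 7 weeks (log2 fold change 2.79). At 7 weeks, *Zbtb16* (ENSMUSG00000066687, chromosome 9, 48654297 to 48836222) rose from 2.41 ± 0.572 to 12.1 ± 0.629 normalized CPM (SD, n = 3), a log2 fold change of 2.34 (standard error 0.17, edgeR adjusted p = 0.00345). *Eln* had a log2 fold change of 1.55. *Gm10800* (ENSMUSG00000075014, chromosome 2, 98666547 to 98667301) was at 11.5 ± 2.69 CPM in WT libraries and 1.54 ± 0.254 CPM in libraries labelled *Clr-f*-/-, a log2 fold change of -2.89 (standard error 0.22, edgeR adjusted p = 0.00356). *Azgp1* and *Cyp2d12* had log2 fold changes of -1.98 and -1.37. At 13 weeks, *Cfd* (ENSMUSG00000061780, chromosome 10, 79890853 to 79892655), an adipose marker, had a log2 fold change of 8.71 (standard error 1.60, edgeR adjusted p = 0.0400). Its CPM of library totals were 13.9, 561 and 71.6 in the 3 libraries labelled *Clr-f*-/- and at most 1.25 in WT libraries, so the size of the change rests mostly on 1 library. *Plin1*, also expressed in adipose tissue, had a log2 fold change of 7.49. *Zfp946* (ENSMUSG00000071266, chromosome 17, 22424222 to 22456689) was at 16.7 ± 1.64 CPM in WT libraries and 1.08 ± 0.795 CPM in libraries labelled *Clr-f*-/- (SD, n = 3), a log2 fold change of -3.90 (standard error 0.59, edgeR adjusted p = 0.0400) that was -2.11 with GC and length offsets. *Fam199x* and *Fam208b* had log2 fold changes of -3.78 and -3.74, and of -1.74 and -2.03 with these offsets. At 24 weeks, where 1 of the 3 libraries labelled *Clr-f*-/- has a female pattern of sex-linked RNA, *Mgll* (ENSMUSG00000033174, chromosome 6, 88724412 to 88828360) was at 82.7 ± 5.92 CPM in WT libraries and 239 ± 37.2 CPM in libraries labelled *Clr-f*-/-, a log2 fold change of 1.53 (standard error 0.13, edgeR adjusted p = 0.0420). *Cp* had a log2 fold change of 0.94, while *Sap30*, *Hspa5* and *Slc22a7* had -1.07, -1.03 and -0.85. *Gm9522*, the fourth gene higher at this age, was named only after its value was seen and had a log2 fold change of 5.82. With GC and length offsets, *Mgll*, *Cp*, *Sap30*, *Hspa5*, *Slc22a7* and *Klrb1* had edgeR adjusted p-values of 0.0523 to 0.0623 at 24 weeks. *Mgll* was also higher at 7 weeks (log2 fold change 1.41, edgeR adjusted p = 0.0128) and at 13 weeks (3.25, edgeR adjusted p = 0.0400), ages chosen after its values were seen.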

Differentially expressed genes (DEGs) in *Clr-f*^−/−^ mice compared to WT mice were investigated by functional enrichment analysis and transcriptional pathotype analysis (Fig. 3A). 

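The GO gene sets were not used here. In their place stood 11 lists of 45 to 97 genes, written by hand for processes named in Fig. 3, and the 48 genes of Fig. 4A. Each list was summarized by the median log2 fold change of its tested genes, and all 12 lists of an age were tested together with camera (preset inter-gene correlation of 0.01, two-sided, Benjamini-Hochberg adjustment). One alternative was the correlation between genes estimated from the data in place of the preset value. With it, the camera adjusted p-value of the mitotic cell cycle list at 7 weeks moved from 7.47e-20 to 0.333. With fry, a rotation test of each list on its own, it was 0.0997. Across all lists, the interval between the quartiles of the log2 fold changes was wider at 13 weeks than at 7 or 24 weeks.

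**Figure D2:**
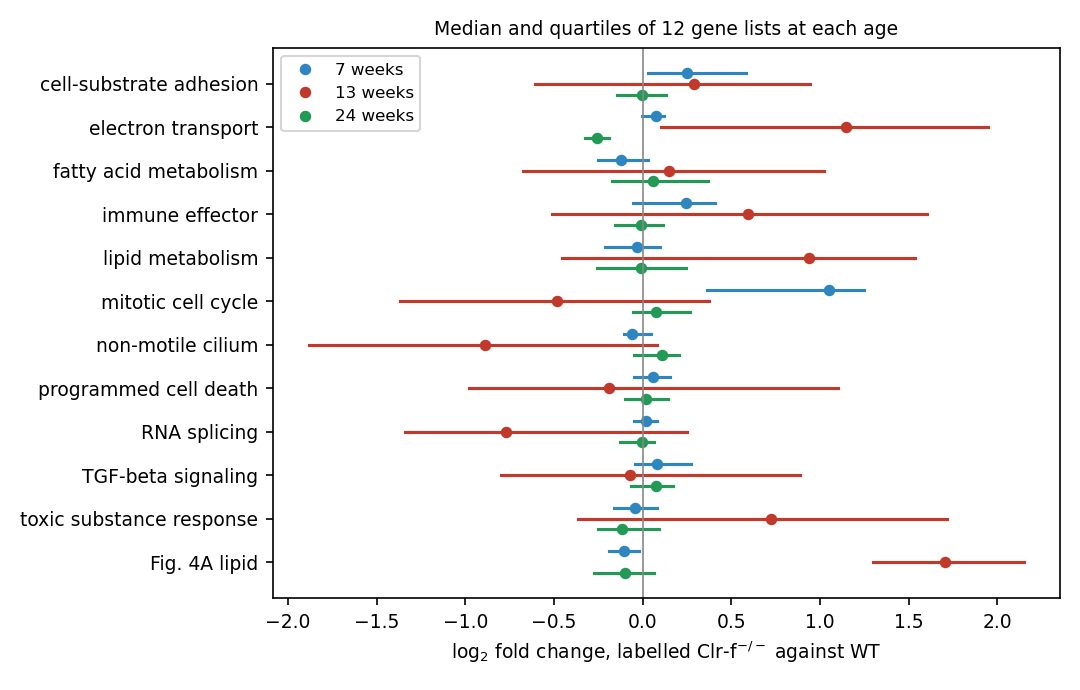
Median (points) and quartiles (lines) of the log2 fold changes of 12 gene lists at 7, 13 and 24 weeks, libraries labelled *Clr-f*-/- against WT libraries. The mitotic cell cycle list at 7 weeks (median 1.05) and the electron transport list at 13 weeks (median 1.14) lie above 0 under each of the 4 scalings.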

We mapped interaction networks of enriched biological processes from gene set enrichment analysis (GSEA) of DEGs identified at each age (Fig. 3B). Our analysis showed an enrichment of cell cycle-related genes upregulated in kidneys of 7-week-old *Clr-f*^−/−^ mice. 

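Of the 58 genes of the mitotic cell cycle list, 47 were tested at 7 weeks and 43 were higher in libraries labelled *Clr-f*-/- than in WT libraries. Their log2 fold changes had quartiles of 0.36 and 1.25, and the median against the WT mean was 0.84, 0.62 and 1.33 in the 3 libraries labelled *Clr-f*-/-, above 0 in each. The median stayed positive under each scaling, up to 1.12 with library totals alone, and lay between 0.50 and 1.06 with each library left out in turn. *Ccnb1*, singled out after its value was seen, was the 1 gene that passed over all genes tested (log2 fold change 1.90, adjusted p = 0.0386 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Adjusted over the list alone, 33 genes passed. *Mki67* had a log2 fold change of 1.40 (standard error 0.27, edgeR adjusted p = 0.0765) and *Top2a* of 1.45 (standard error 0.29, edgeR adjusted p = 0.0849), each higher in 3 of 3 libraries labelled *Clr-f*-/-. The cell-substrate adhesion list also rose at this age, with a median log2 fold change of 0.25 (camera adjusted p = 2.09e-13, 0.0997 with fry, with a range of 6.68e-19 to 0.333 over the alternatives) and 55 of 68 genes higher, in 3 of 3 libraries labelled *Clr-f*-/- and under each scaling.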

At 13 weeks, metabolic processes, transport, cell death, and responses to toxic substances were enriched from DEGs with increased expression in *Clr-f*^−/−^ kidneys, while non-motile cilium assembly, DNA transcription, and processing were enriched from DEGs with decreased expression. 

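At 13 weeks, the electron transport list had a median log2 fold change of 1.14 (camera adjusted p = 0.000214), positive under each scaling and in 3 of 3 libraries labelled *Clr-f*-/- (0.25, 1.28 and 1.55). Of its 76 genes tested, 58 were higher and 39 of these passed an edgeR adjusted p-value of 0.05, or 51 of both directions when adjusted over the list alone. The toxic substance response list had a median of 0.73 (camera adjusted p = 0.0202), with 28 of 45 genes higher, positive in 3 of 3 libraries labelled *Clr-f*-/- and under each scaling. The immune effector list, brought in after its value was seen, had a median of 0.59 (camera adjusted p = 0.0241, 0.125 with fry). It had 22 genes called higher and 4 called lower, and its median was 0.03 with library totals alone. The lipid metabolism list, brought in after its value was seen, had a median of 0.94 (camera adjusted p = 0.00292, 0.107 with fry, with a range of 3.64e-05 to 0.446 over the alternatives), with 65 of 95 genes higher, 40 called higher and 7 called lower, positive in 3 of 3 libraries labelled *Clr-f*-/- and under each scaling. The fatty acid metabolism list had a median of 0.15 (camera adjusted p = 0.262), which turned to -0.02 with upper quartile normalization and -0.43 with library totals alone. The programmed cell death list had a median of -0.19 (camera adjusted p = 0.880), with 21 genes higher and 23 lower, and stayed below 0 under each scaling, while 13 of its genes were called higher and 4 lower. Among lists that fell, the non-motile cilium list had a median of -0.89 (camera adjusted p = 0.000476), with 47 of 65 genes lower, in 3 of 3 libraries labelled *Clr-f*-/- and under each scaling. The RNA splicing list had a median of -0.77 (camera adjusted p = 0.0103), with 44 of 65 genes lower, in 3 of 3 libraries labelled *Clr-f*-/- and under each scaling. For the RNA splicing list at 13 weeks, GC and length offsets changed the call, with a median of -0.15 and a camera adjusted p-value of 0.190 (0.000554 to 0.446 over its alternatives). The size of every 13-week value is limited by the GC trend of these libraries.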

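At 24 weeks, the fatty acid metabolism list had a median log2 fold change of 0.06 (camera adjusted p = 0.265), with 39 of 67 genes higher and 1 of 3 libraries labelled *Clr-f*-/- above the WT mean. The lipid metabolism list had a median of -0.01 (camera adjusted p = 0.314), which turned to 0.0034 with upper quartile normalization and 0.08 with library totals alone. The electron transport list had a median of -0.26 (camera adjusted p = 3.11e-16), with 74 of 76 genes lower, in 3 of 3 libraries labelled *Clr-f*-/- and under each scaling, but fry gave an adjusted p of 0.286, with a range of 1.55e-21 to 0.789 over the alternatives. The programmed cell death list had a median of 0.02 (camera adjusted p = 0.948), above 0 under each scaling. The immune effector list had a median of -0.01 (camera adjusted p = 0.285), with 32 genes higher and 34 lower, and turned to 0.0030 with upper quartile normalization and 0.08 with library totals alone. With limma voom and sample quality weights, the immune effector list at 24 weeks had a median of -0.15 (camera adjusted p = 0.00448, with a range of 1.28e-06 to 0.899 over its alternatives). The TGFβ signaling list had a median of 0.07 (camera adjusted p = 0.429), with 36 of 52 genes higher, in 3 of 3 libraries labelled *Clr-f*-/- and under each scaling. Same-numbered WT and *Clr-f*-/- samples are different mice, and the correlation of their deviations from the group means was -0.107. With the replicate number as a block, 1 gene changed in place of 7. In that fit, the medians were 0.01 for the fatty acid metabolism list at 24 weeks, -0.04 for the lipid metabolism list at 24 weeks, 0.05 for the TGF-beta signaling list at 24 weeks, -0.08 for the immune effector list at 24 weeks and 0.01 for the programmed cell death list at 24 weeks, with camera adjusted p-values of 0.142 to 0.984. Blood circulation genes were not tested as a list.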

Kidneys of 24-week-old *Clr-f*^−/−^ mice also exhibited an enrichment of metabolic processes, and transport among DEGs with increased expression, as well as processes that regulate blood circulation, while cell death, immunity, and Transforming growth factor-beta (TGFβ) signaling regulation processes were enriched from DEGs with decreased expression.

**Figure 3:**
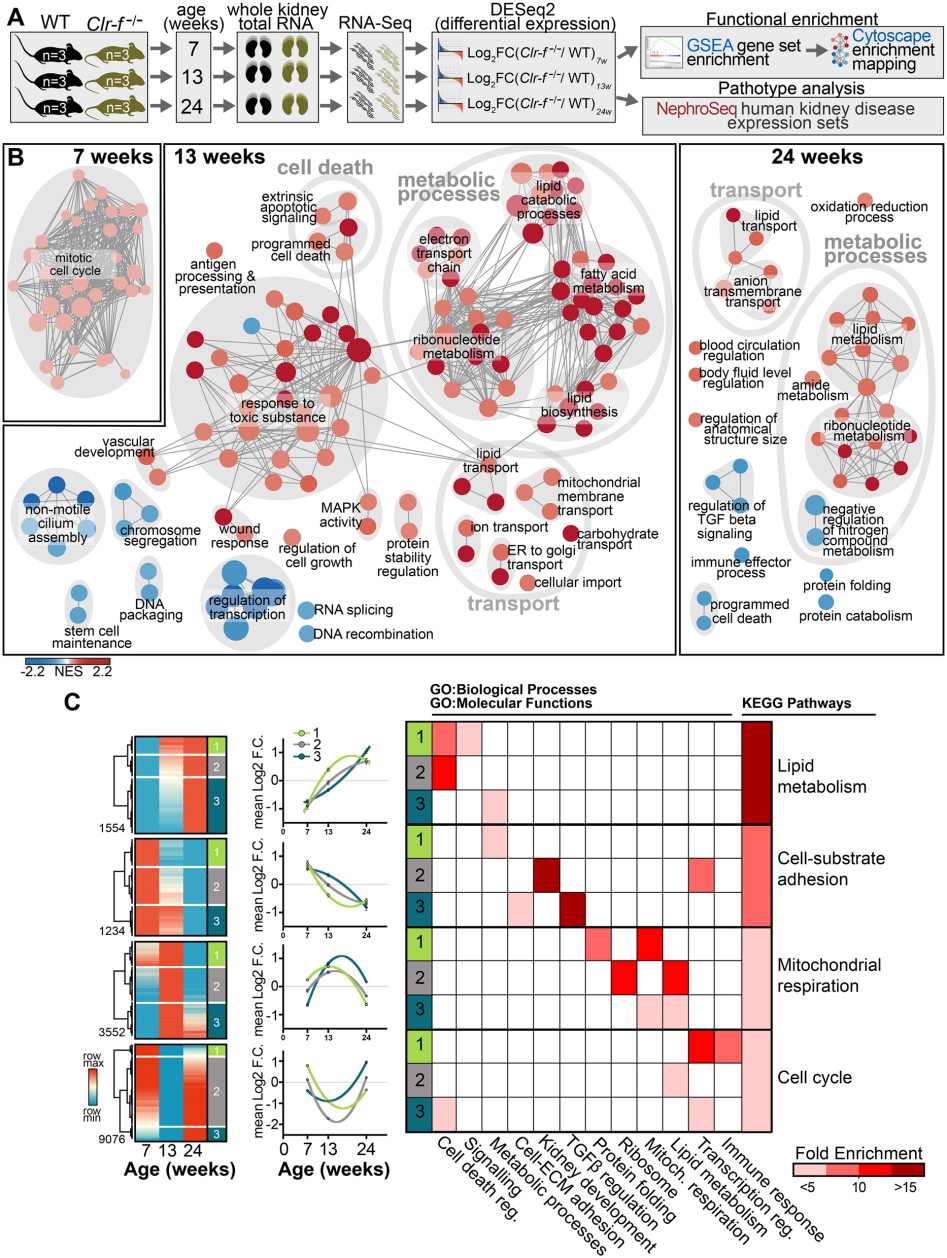
Gene expression profile of *Clr-f*^−/−^ kidneys reveals progressive dysregulation in metabolism and stress response. (**A**) Schematic of RNA sequencing pipeline. (**B**) Interaction network of gene set enrichment analysis for biological processes differentially enriched in *Clr-f*^−/−^ mice compared to WT at 7, 13, and 24 weeks. Blue nodes represent gene sets enriched with downregulated transcripts (Log_2_ FC < 0), and red nodes represent gene sets enriched with upregulated transcripts (Log_2_ FC > 0), according to the Normalized Enrichment Score (NES) color scale shown. Interaction map was constructed using Cytoscape V3.7.1 (**C**) Heatmaps represent *Clr-f*^−/−^ DEGs that belong to four dynamic patterns of expression: DEGs that increase with age, decrease with age, and DEGs that transiently increase or decrease at 13 weeks of age. Three sub-clusters of genes identified within each dynamic expression pattern represent three distinct variations in expression dynamics within the four aforementioned groups. The mean Log_2_FC of DEG sub-clusters within each dynamic pattern is plotted against time with lines of best fit shown (using least-squares second-order polynomial). Gene ontology categorization of GO:Biological Processes/GO:Molecular Function for genes belonging to the three sub-clusters of each dynamic pattern is indicated by red squares, with color intensity according to fold enrichment. Pathways enriched from KEGG pathways are shown for all genes belonging to each of the four dynamic patterns of expression. Heat map was constructed using Morpheus (https://software.broadinstitute.org/morpheus).

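All 18 libraries were fitted together, with 1 mean per label and age. For 8085 of 14932 genes tested, the difference between libraries labelled *Clr-f*-/- and WT libraries changed with age (adjusted p-value under 0.05 for both interaction terms together, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This fit takes 1 spread per gene from all 18 libraries. Fitted at each age alone, the biological coefficient of variation was 0.105, 0.386 and 0.184 at 7, 13 and 24 weeks. In the joint fit, 10707 genes changed at 13 weeks and 2 at 7 weeks, against 5371 and 66 at each age alone. The number of genes with an interaction can therefore be too high. With GC and length offsets, the number of genes with a genotype effect that differs between ages was 4794. Sorted by their log2 fold changes at 7, 13 and 24 weeks, 31 of the 8085 genes (0.383%) rose at both steps, with medians of -0.30, 0.19 and 0.82. Another 47 genes (0.581%) fell at both steps, with medians of 0.66, 0.05 and -0.58. The log2 fold change was highest at 13 weeks in 4180 genes (51.7%), with medians of -0.01, 1.38 and -0.10. It was lowest at 13 weeks in 3827 genes (47.3%), with medians of -0.02, -1.59 and 0.06. Among all 14932 genes, whether or not they passed, 471 rose, 620 fell, 6577 were highest at 13 weeks and 7264 were lowest at 13 weeks. The patterns have no test of their own, and those at 13 weeks include the GC trend of the 3 libraries labelled *Clr-f*-/- of that age.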

To capture age-associated processes that underlie *Clr-f*^−/−^ kidney defects, we analyzed genes belonging to four dynamic patterns of differential expression: DEGs that increase with age, decrease with age, or transiently increase or decrease at 13 weeks of age. 

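For lipid metabolism, the genotype effect at 24 weeks minus that at 7 weeks had a median of -0.03 over 96 genes (camera adjusted p = 0.563 over the 12 lists), with 46 genes higher and 50 lower. The lipid metabolism list, 24 against 7 weeks, turned to 0.01 with library totals alone and to 0.04 with GC and length offsets. The fatty acid metabolism list, brought in after its value was seen, rose between these ages by a median of 0.24 (camera adjusted p = 0.000182, 0.209 with fry, with a range of 2.27e-06 to 0.209 over the alternatives), with 47 of 68 genes higher, and by 0.16 to 0.28 over the alternatives. For cell-substrate adhesion, the same difference had a median of -0.17 over 68 genes (camera adjusted p = 3.12e-05), with 47 lower and 21 higher, and between -0.26 and -0.11 for the cell-substrate adhesion list, 24 against 7 weeks, with each library left out in turn. With fry in place of camera, the adjusted p-value was 0.209.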

Functional enrichment analysis of biological processes, molecular functions, and defined pathways among these groups revealed that DEGs with increasing expression from 7 to 24 weeks of age in *Clr-f*^−/−^ kidneys were overrepresented in lipid metabolic pathways, while DEGs related to cell-substrate adhesion decreased in expression from 7 to 24 weeks of age (Fig. 3C). DEGs with a transient increase in expression at 13 weeks of age were mostly associated with mitochondrial respiration, while DEGs with a transient decrease in expression mapped to cell cycle pathways. 

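The genotype effect on the electron transport list at 13 weeks exceeded the mean of its effects at 7 and 24 weeks by a median of 1.28 on the log2 scale (camera adjusted p = 8.88e-07 over 12 lists), with 61 of 76 genes higher. Of the 60 genes of this list with an interaction, 53 were highest at 13 weeks. For the mitotic cell cycle list, the same difference was -0.79 (camera adjusted p = 0.0175), with 37 of 47 genes lower, and 16 of the 24 genes with an interaction were lowest at 13 weeks. With GC and length offsets, the mitotic cell cycle list, 13 weeks against the other ages, had a median of -0.32 (camera adjusted p = 0.0529, with a range of 0.000183 to 0.630 over its alternatives). From the processes enriched at each age and in each pattern, the paper concludes that the transcriptional profile of *Clr-f*-/- kidneys shows a dysregulation of cellular metabolism, function and homeostasis that evolves with age.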

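Each pattern was divided by the size of its steps, with a step counted as larger when it was over 1.5 times the other. Of the 31 rising genes, 12 changed more between 7 and 13 weeks and 15 changed more between 13 and 24 weeks. Of the 47 falling genes, 22 changed more in the first interval, 16 in the second, and 9 had similar steps. Among the 4180 genes highest at 13 weeks, 3588 had similar steps, 173 a larger first step and 419 a larger second step. Among the 3827 genes lowest at 13 weeks, 3384 had similar steps, 182 a larger first step and 261 a larger second step. The median log2 fold changes at 7, 13 and 24 weeks of genes highest at 13 weeks with similar steps were -0.02, 1.42 and -0.08.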

Within these four categories of dynamic expression were three sub-clusters that represent differential expression patterns in which the magnitude of change in expression between 7 and 13 weeks was either similar, higher, or lower than the degree of change between 13 and 24 weeks of age, respectively (Fig. 3C). The enriched biological processes and molecular functions from each sub-cluster of genes were largely distinct across the four main dynamic expression patterns identified but reflected overlapping or related cellular processes within each group. Overall, the transcriptional profile of *Clr-f*^−/−^ kidneys reveals a dynamic and evolving dysregulation of cellular metabolism, function, and homeostasis.

### *Clr*-*f*^−/−^ mice accumulate fat

The identified age-associated increase in DEGs related to lipid metabolism led us to probe expression data of WT and *Clr-f*^−/−^ mice for known lipid-associated genes. Most of these gene transcripts were elevated in *Clr-f*^−/−^ mice (Fig. 4A) and aligned with increases in abdominal and perirenal adipose deposits in *Clr-f*^−/−^ mice at 24 weeks of age (Fig. 4B). 

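The 48 genes of Fig. 4A were compared at 13 weeks, and 47 had a positive log2 fold change in libraries labelled *Clr-f*-/-, with a median of 1.71 (camera adjusted p = 8.13e-11, 0.124 with fry, with a range of 9.19e-20 to 0.446 over the alternatives) and 3 of 3 libraries above the WT mean (0.46, 1.85 and 2.28). The median stayed positive under each scaling, down to 0.95 with library totals alone. It was lower with GC and length offsets (0.71), and with these offsets and the replicate number as a block (0.67). An edgeR adjusted p-value under 0.05 was reached by 41 genes over all genes tested, and by 44 over the list alone. The paper names them as known lipid-associated genes and does not state how these 48 were picked. *Fasn* was at 84.7 ± 6.34 normalized CPM in WT libraries and 495 ± 378 CPM in libraries labelled *Clr-f*-/- (SD, n = 3), a log2 fold change of 2.54 (standard error 0.59, adjusted p = 0.0400 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Ptges2* had a log2 fold change of 2.92 (standard error 0.75) and *Npc2* of 1.58 (standard error 0.44), each with an edgeR adjusted p of 0.0400. *Acot11* was the gene with a negative value, -0.10 (standard error 0.31, edgeR adjusted p = 0.802). With GC and length offsets, 44 genes were positive and *Gm2a* alone passed (log2 fold change 2.12, edgeR adjusted p = 0.0469), while *Fasn* had 1.93 (edgeR adjusted p = 0.0506). For the lipid genes of Fig. 4A higher at 13 weeks, scaling by library totals alone gave 0 genes with an adjusted p-value under 0.05, and 36 higher genes at an unadjusted p-value under 0.05. The same list had medians of -0.10 at 7 weeks (camera adjusted p = 6.50e-05, 0.0997 with fry, with a range of 4.12e-08 to 0.333 over the alternatives) and -0.10 at 24 weeks (camera adjusted p = 0.114), below 0 under each scaling, with 10 and 15 of the 48 genes higher. At 13 weeks, adipose markers were also higher in libraries labelled *Clr-f*-/-, with *Cfd* at 13.9, 561 and 71.6 CPM against at most 1.25 in WT libraries. RNA of adipose tissue may therefore contribute to the Fig. 4A genes, which was not tested gene by gene. Without the library at 561 CPM, their median at 13 weeks was 1.65. The paper states that the elevated transcripts aligned with the increase in adipose deposits.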

Although *Clr-f*^−/−^ and WT mice exhibited similar body weights (Fig. 4C), the weight of abdominal adipose in *Clr-f*^−/−^ mice was significantly higher, indicating that adipose tissue accounted for an increased proportion of *Clr-f*^−/−^ mouse body weight (Fig. 4D). We also detected ectopic lipid accumulation within the kidneys of *Clr-f*^−/−^ mice, as evidenced by increased ORO staining of *Clr-f*^−/−^ mouse kidneys (Fig. 4E). As perirenal fat and the presence of interstitial fat in the kidney are associated with metabolic risk factors of CKD^21^, we hypothesized whether Clr-f is protective against etiologies of diabetes or related metabolic disorders associated with CKD.

**Figure 4:**
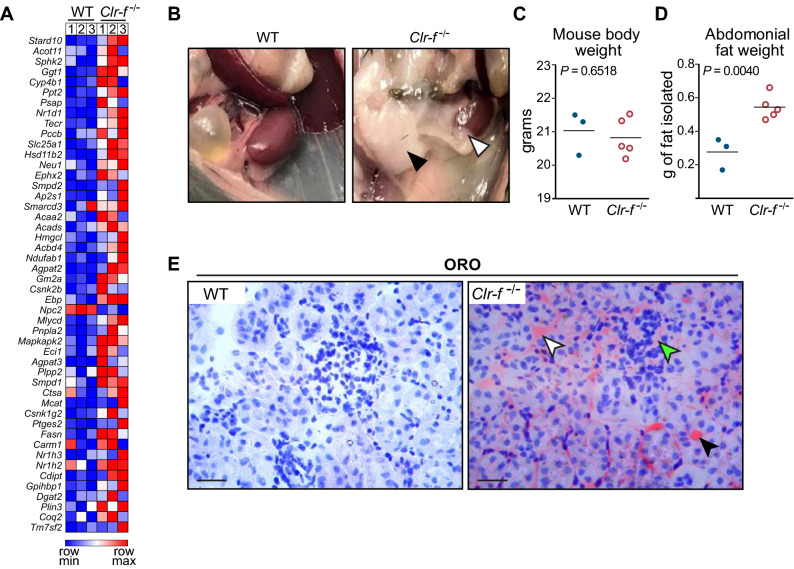
*Clr-f*^−/−^ mice accumulate abdominal, perirenal and tubulointerstitial fat. (**A**) Heatmap comparing FPKM values of genes with roles in lipid metabolism between 13-week-old WT and *Clr-f*^−/−^ mice. Heat map was constructed using Morpheus (https://software.broadinstitute.org/morpheus). (**B**) Exposed abdominal cavity of 24-week-old WT and *Clr-f*^−/−^ mice. Abdominal fat is indicated by the black arrowhead, and perirenal fat is indicated by a white arrowhead. (**C**) Total bodyweight of 24-week-old WT and *Clr-f*^−/−^ mice. (**D**) Weight measurements of total abdominal fat dissected from 24-week-old WT and *Clr-f*^−/−^ mice. Horizontal bars represent mean weight. (**E**) ORO lipid staining of kidney tissues from 24-week-old WT and *Clr-f*^−/−^ mice. White and black arrowheads indicate tubulointerstitial and luminal ORO staining, respectively, and the green arrowhead indicates glomerular ORO staining. Images are at 20 × magnification.

### *Clr*-*f*^−/−^ mouse kidneys have transcriptional profile similarities and differences to human kidney disease

Ectopic lipid accumulation in the kidney is associated with inflammation, fibrosis, mitochondrial dysfunction, and cell death^22,23^. To assess if *Clr-f*^−/−^ kidneys resemble defined kidney diseases, we compared the transcriptional profile of *Clr-f*^−/−^ kidneys to published expression profiles of kidney tissue and/or blood from human donors with CKD, diabetic nephropathy (DN), lupus nephritis (LN), or IgA nephropathy (IgAN) (Fig. 5A). 

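The log2 fold changes of 13-week libraries labelled *Clr-f*-/- against WT libraries were compared with the 15 human profiles as given in the supplement, over 1940 genes present in both. These genes come from the 1998 read here from the supplement, while Fig. 5C gives 4531 DEGs. The correlation is across genes, which are not independent replicates, so no p-value is given. Pearson's r was largest for blood of IgAN patients (group 14), at 0.285 (Spearman's rho 0.312), followed by glomeruli of DN patients (group 12), at 0.207 (Spearman's rho 0.234). The other profile of IgAN blood (group 5) was the sixth of the 15, at 0.108, and the other profile of DN glomeruli (group 3) was the fourth, at 0.159. The lowest was tubulointerstitium of LN patients (group 9), at -0.349. GC and length offsets moved r most, to 0.140 for group 14 and 0.123 for group 12, which stayed the first and the second.

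**Figure D3:**
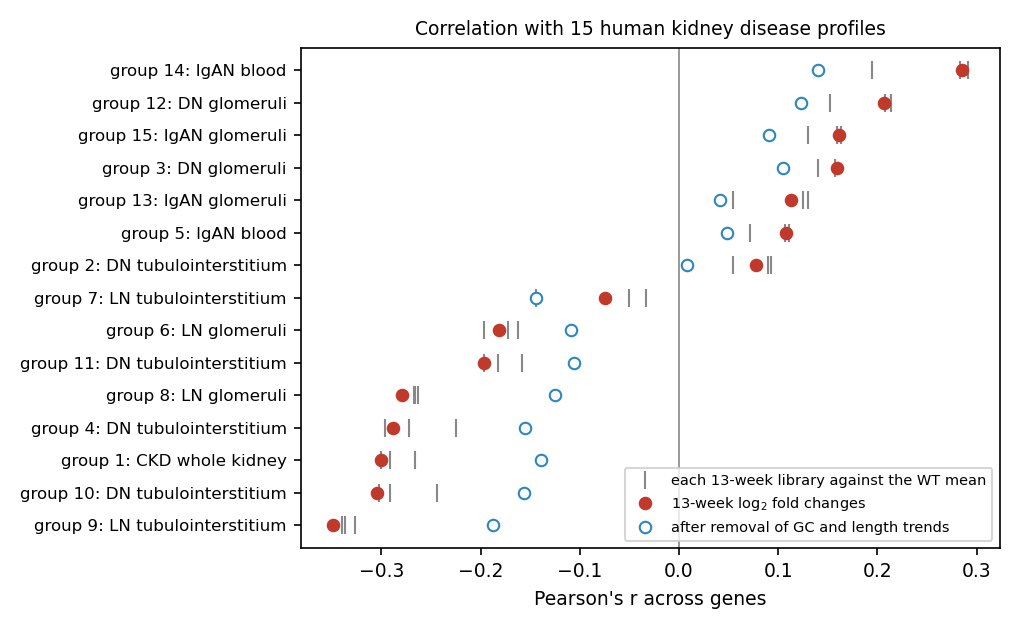
Pearson's r across 1940 genes between log2 fold changes at 13 weeks and each of 15 human disease profiles (filled points), each library labelled *Clr-f*-/- against the WT mean (ticks), and the values after removal of GC and length trends (open points). IgAN blood of group 14 has the largest r (0.285, and 0.140 after removal), and tubulointerstitium of group 9 the lowest (-0.349).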

*Clr-f*^−/−^ kidney transcriptional profiles clustered with blood from IgAN patients and glomerular tissue of DN patients (Fig. 5B). Comparison of *Clr-f*^−/−^ and IgAN patient expression profiles by functional enrichment analysis showed parallel increases in gene expression related to cellular reactive oxide responses, cell death, proteolysis, and amide metabolism, as well as shared decreases in gene expression associated with membrane trafficking processes, cytoskeleton organization, PI3K-AKT signaling, cell cycling, and DNA/RNA metabolism (Fig. 5C). Conversely, *Clr-f*^−/−^ kidney expression sets differed from IgAN, with increased expression of genes belonging to the AGE-RAGE, ErbB, TNF/MAPK, and Rap1 signaling pathways, and processes of vasopressin-regulated water reabsorption, and lysosome activity, and decreased expression of genes belonged to adherens junction, non-motile cilium assembly, cell cycling, DNA metabolism, and TGFβ-signaling. These findings suggest that similar to IgAN, cellular processes of growth control, homeostasis, and repair, are also dysregulated in *Clr-f*^−/−^ kidneys, while altered metabolism, stress-signaling, and epithelial structure and function are unique to *Clr-f*^−/−^ kidneys.

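Of the 1940 genes compared with group 14, 498 were higher in both libraries labelled *Clr-f*-/- and IgAN blood, and 678 were lower in both. Another 581 were higher in libraries labelled *Clr-f*-/- and lower in IgAN blood, and 183 were lower in libraries labelled *Clr-f*-/- and higher in IgAN blood. The same direction was thus shared by 1176 genes (60.6%). The pathway sets of Fig. 5C were not tested here.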

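Taken singly against the WT mean, the 3 libraries labelled *Clr-f*-/- at 13 weeks had Pearson's r of 0.195, 0.283 and 0.291 with group 14, across genes. The log2 fold changes at 7 weeks had r of 0.00571 with this profile, and those at 24 weeks of -0.0595. From the shared and opposed processes, the paper proposes that growth control, homeostasis and repair are dysregulated in *Clr-f*-/- kidneys as in IgAN, and that altered metabolism, stress signaling and epithelial function are particular to *Clr-f*-/- kidneys.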

**Figure 5:**
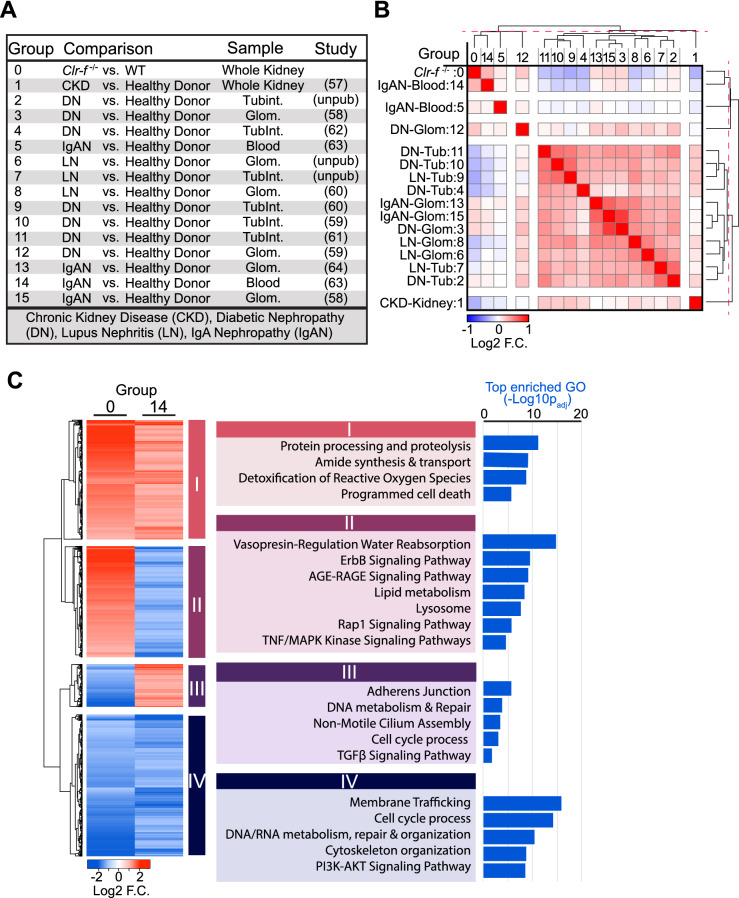
Comparison between transcriptional profiles of *Clr-f*^−/−^ mice and human CKDs. (**A**) Table of gene expression profile data sets of 15 human renal disorders vs. 13-week-old *Clr-f*^−/−^ mice. The reference source for the human expression profile data set sources is indicated by the Study column. (**B**) Similarity matrix showing hierarchical clustering of differential gene expression profiles in panel (**A**). Red-dashed line within dendrogram indicates the level of matrix cluster separation. (**C**) Comparison of 4531 DEGs (Log2 FC; *P*adj. < 0.05) of 13-week-old *Clr-f*^−/−^ mice (group 0) and IgAN patients. Gene set enrichment from 4 DEG clusters: (I) upregulated in both *Clr-f*^−/−^ mice and IgAN patients, (II) upregulated in *Clr-f*^−/−^ mice and downregulated IgAN patients, (III) downregulated in *Clr-f*^−/−^ mice, and upregulated IgAN patients, and (IV) downregulated in both *Clr-f*^−/−^ mice and IgAN patients. Heat maps were constructed using Morpheus (https://software.broadinstitute.org/morpheus).

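Fig. 5C gives 4531 DEGs at 13 weeks, while the 13-week list read here from the supplement held 1998 genes. The comparison is limited to these, of which 1940 were tested. Their log2 fold changes had Pearson's r of 0.999 with the paper's across genes, and 1940 had the same sign. Of these, 1144 (59.0%) passed an adjusted p-value of 0.05 with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, and 1631 with DESeq2. The smallest absolute log2 fold change in the paper's list as read here is the paper's 0.585. GC and length offsets moved the agreement with the paper's 13-week log2 fold changes most, to r of 0.690.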

### Clr-f-deficient kidneys exhibit inflammation and immune cell infiltration

Given the known immunomodulatory roles for Clr proteins, we examined the immune cell contribution to *Clr-f*^−/−^ kidney pathology. We analyzed the immune cell composition of 12-week-old WT and *Clr-f*^−/−^ mouse whole kidneys by flow cytometry. Our analysis revealed a significant increase in the number of neutrophils, T cells, and B cells, but no difference in renal NK cell, ILC or macrophage numbers (Fig. 6A). Analysis of the periglomerular distribution of immune cells within the kidney cortex of WT and *Clr-f*^−/−^ kidneys by IF, we observed glomerular accumulations of CD45^+^ cells (Fig. 6B). Labeling of CD11c, F4/80, NKp46, and CD3, markers indicative of DCs, macrophages, NK/ILCs, and T cells respectively, revealed an intraglomerular accumulation of CD11c^+^ cells (Fig. 6C), and periglomerular accumulations of F4/80^+^, NKp46^+^, and CD3^+^ cells in *Clr-f*^−/−^ kidneys (Fig. 6D). Visual quantification of immune cell populations detected at the glomeruli confirmed a significant increase in the presence of each of these immune cell populations in kidneys of *Clr-f*^−/−^ mice compared to WT mice (Fi.g 6E). Immune infiltrate in autoimmune kidney disease is enhanced by the tubular secretion of IL-12 prompting injury by IFNγ secreting cells^24–26^. We, therefore, examined WT and *Clr-f*^−/−^ kidneys for the presence of these cytokines and observed staining of both IL-12 and IFNγ in cells of the *Clr-f*^−/−^ kidney tubulointerstitium (Fig. 6F,G).

**Figure 6:**
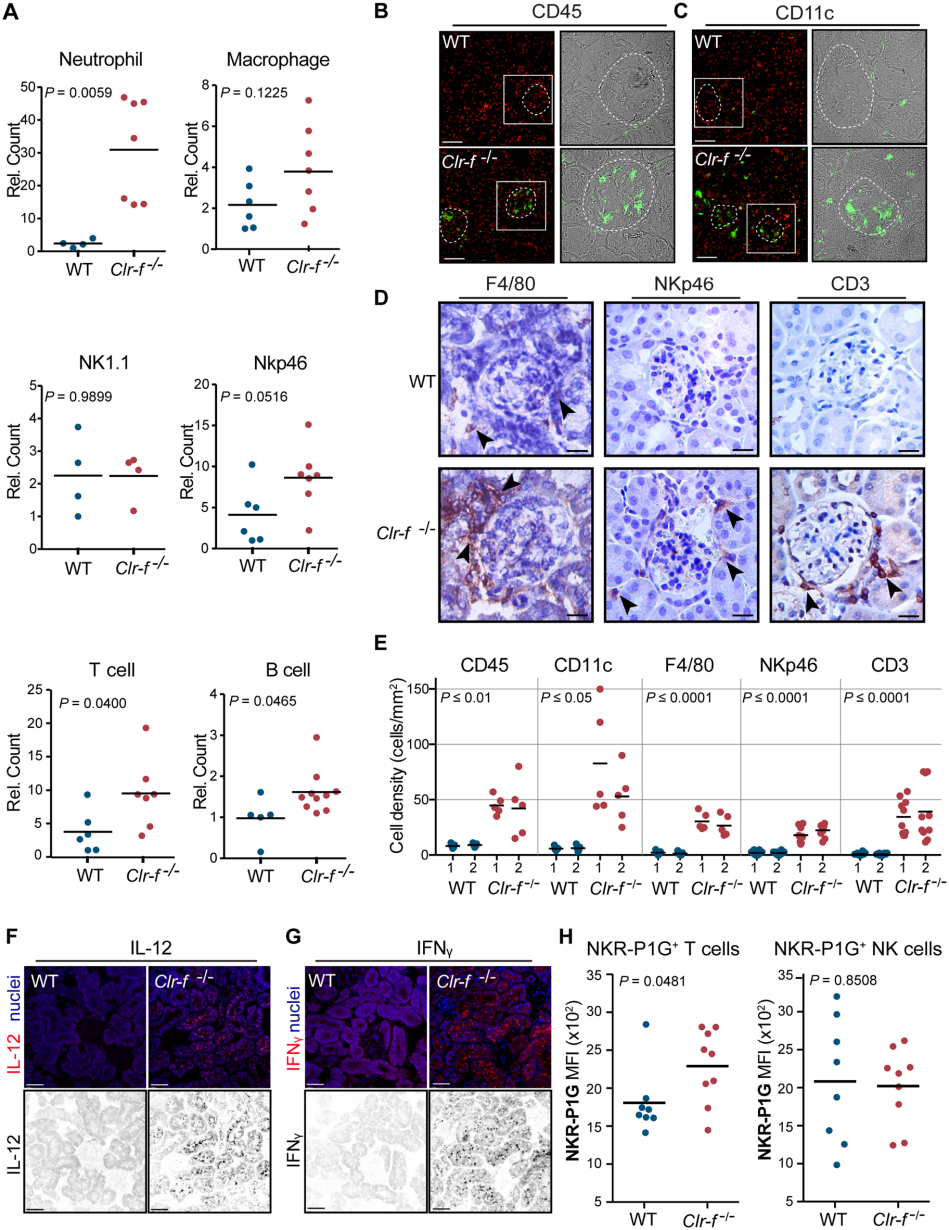
Presence of renal immune cells in kidney tissue in *Clr-f*^−/−^ mice. (**A**) Flow cytometry analysis of neutrophil, macrophage, NK1.1^+^ cell, NKp46^+^ cell, T cell, and B cell numbers per the whole kidney of *Clr-f*^−/−^ mice relative to WT mice at 12 weeks of age. Horizontal bars represent mean cell numbers. (**B**) IF staining of WT and *Clr-f*^−/−^ mouse kidneys with anti-CD45 antibody or (**C**) anti-CD11c antibody and DAPI nuclear staining (in red). Glomeruli are indicated by white-dashed lines. Brightfield panels of select glomeruli are shown with CD45^+^ or CD11c^+^ cells shown (in green). Scale bars represent 40 μm. (**D**) IHC staining of WT and *Clr-f*^−/−^ mouse kidneys with antibodies against F4/80, NKp46, and CD3. Black arrowheads indicate select IHC positive cells. Images are captured at 20 × magnification. Scale bars represent 40 μm. (**E**) Visual quantification of indicated immune cell type per field from kidney sections of two WT and two *Clr-f*^−/−^ mice. Each dot represents an individual field count and horizontal bars represent mean cell numbers. (**F**) IF staining of kidney sections for IL-12 and (**G**) IFNγ cytokines in WT and *Clr-f*^−/−^ mice. Scale bars represent 40 μm. (**H**) NKR-P1G mean-fluorescence intensity (MFI) on kidney TCRβ^+^ T cells and NK1.1^+^ NK cells measured by flow cytometry analysis. Horizontal bars represent mean cell numbers and error bars represent standard deviation.

Since Clr-f is posited to be a signal of cell health to NKR-P1G-expressing cells, we hypothesized that the renal immune infiltration in *Clr-f*^−/−^ mice is partly due to an increased presence of NKR-P1G-expressing lymphocytes in the kidney. Analysis of NKR-P1G expression on kidney TCRβ^+^ T cells and NK1.1^+^ NK cells in WT and *Clr-f*^−/−^ mice by flow cytometry showed no difference in the mean fluorescence intensity of NKR-P1G staining on renal NK cells, but an increase in NKR-P1G staining of renal T cells in *Clr-f*^−/−^ mice (Fig. 6H).

### Clr-f deficiency results in T- and B-independent autoimmunity and pathogenesis

To clarify the immune contribution to the kidney pathology of *Clr-f*^−/−^ mice, we examined *Clr-f*^−/−^ mice that were also deficient in T- and B-cells, using the Rag1-deficient mouse strain (*Rag1*^−/−^*Clr-f*^−/−^). As *Rag1*^−/−^*Clr-f*^−/−^ mice lack antibodies, we could evaluate Clr-f-associated pathogenesis in the absence of immunoglobulin deposition. Analysis of the *Rag1*^−/−^*Clr-f*^−/−^ kidneys revealed glomerular lesions indicative of mild proliferative glomerulopathy and areas of glomerular fibrosis (Fig. 7A). Glomerular pathology scoring showed a significantly higher number of glomeruli with lesions in *Rag1*^−/−^*Clr-f*^−/−^ compared to *Rag1*^−/−^ mice (Fig. 7B). Scoring of *Rag1*^−/−^*Clr-f*^−/−^ kidney sections identified increases in endocapillary proliferation, crescents, glomerulosclerosis or focal segmental sclerosis, and interstitial fibrosis and tubular atrophy, with a significant increase in the presence of mesangial cellularity (Fig. 7C).

**Figure 7:**
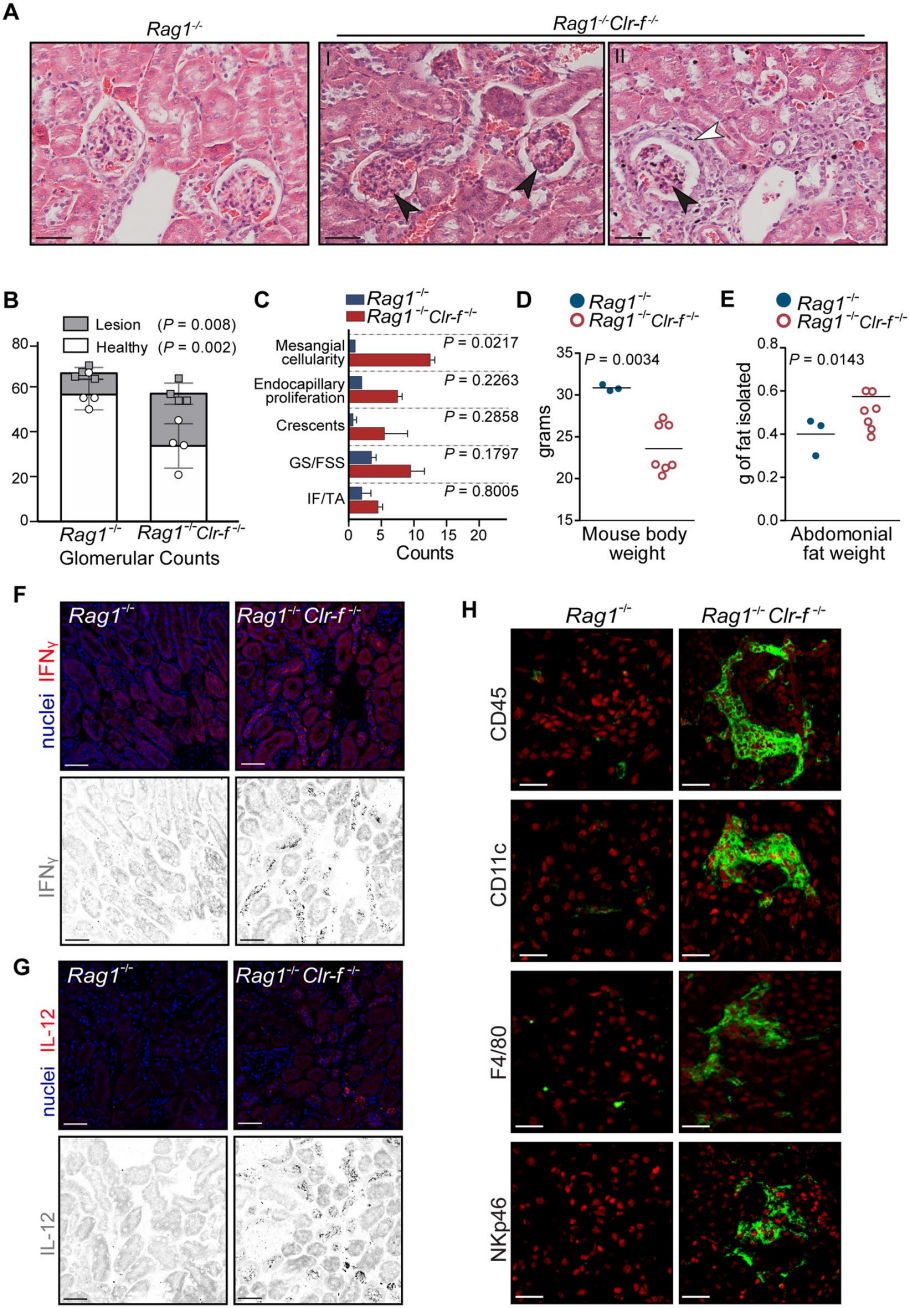
Presence of T and B cell-independent kidney pathology in *Clr-f*^−/−^ mice. (**A**) Light microscopy images of H & E-stained kidney section from *Rag1*^−/−^ and *Rag1*^−/−^*Clr-f*^−/−^ mice. *Rag1*^−/−^*Clr-f*^−/−^ kidneys shown in (I and II) exhibit glomerular hypercellularity (black arrowheads) and *Rag1*^−/−^*Clr-f*^−/−^ kidney shown in (II) exhibit fibrosis (white arrowheads). Scale bars represent 50 μm. (**B**) Scoring of glomerular lesions in *Rag1*^−/−^ and *Rag1*^−/−^*Clr-f*^−/−^ H&E-stained kidney sections. Each point represents glomeruli number per kidney that exhibited no overt pathology (circles) or exhibited pathological lesions (squares). Stacked columns indicated score means and error bars represent standard deviation. (**C**) Scoring of mesangial cellularity, endocapillary proliferation, crescents, glomerulosclerosis, or global or focal segmental sclerosis (GS/FSS), and interstitial fibrosis and tubular atrophy (IF/TA). Counts represent the average number of lesions per kidney section (n = 2 mice). Error bars represent standard deviations. (**D**) Measurement of total body weight for indicated mouse genotypes. (**E**) Measurement of total abdominal fat weight dissected from mice of the indicated mouse genotypes. Horizontal bars represent the mean weight. (**F**) IF staining of kidney sections for IFNγ (**G**) and IL-12 cytokines in *Rag1*^−/−^ and *Rag1*^−/−^*Clr-f*^−/−^ mice. Scale bars represent 40 μm. (**H**) IF staining of *Rag1*^−/−^ and *Rag1*^−/−^*Clr-f*^−/−^ mice with antibodies against CD45, CD11c, NKp46, or F4/80 (green) and nuclear staining with DAPI (in red). Scale bars represent 10 μm.

To assess T and B cell contribution to the lipid accumulation observed in *Clr-f*^−/−^mice, we measured total body weight and abdominal adipose weight in *Rag1*^−/−^*Clr-f*^−/−^ relative to *Rag1*^−/−^ mice. The *Rag1*^−/−^*Clr-f*^−/−^ body weight was significantly lower than *Rag1*^−/−^ controls (Fig. 7D), while abdominal lipid weight was significantly increased (Fig. 7E), albeit to a lesser extent than that observed in *Clr-f*^−/−^ mice compared to WT mice (174 mg of fat gained versus 274 mg on average).

Finally, to investigate the immune contributors to these kidney defects, we examined *Rag1*^−/−^*Clr-f*^−/−^ kidneys for the presence of IL-12 and IFNγ and renal infiltrating immune cells. IF analysis of *Rag1*^−/−^*Clr-f*^−/−^ kidneys revealed an increased presence of IL-12 and IFNγ (Fig. 7F,G). We also observed an extensive periglomerular accumulation of CD45^+^ cells in *Rag1*^−/−^*Clr-f*^−/−^ kidneys (Fig. 7H), which was found to consist of CD11c^+^, F4/80^+^, and Nkp46^+^ cells. These findings suggest that T and B cell-independent mechanisms are the primary mediators of renal pathology in mice deficient for Clr-f.

## Discussion

Inflammation and immune cell-mediated damage play a leading role in the development and progression of renal injury and dysfunction. In this study, we report a requirement for Clr-f in the maintenance of kidney health and function as an intrinsic homeostatic control against immune- and metabolic-mediated renal damage. Our findings show immune cell infiltration, and immunoglobulin and complement protein deposition in kidneys of Clr-f-deficient mice. These immune features of Clr-f-deficient mice are paired with the age-associated appearance of tubular and glomerular lesions, ectopic lipid accumulation, and the dysregulation of numerous transcriptional processes.

The Clr proteins encoded within the NKC among their genetically linked NKR-P1 receptors have been the focus of study as non-redundant MHC class I-independent mediators of missing-self recognition by NKR-P1 expressing immune cells^9,27–31^. The increased expression of select Clr proteins in response to cell stress is also reported to functionally restrain the immune responses of tissue-resident immune cells^7,12,32^. Accordingly, intestinal Clr-f was posited to contribute to immune tolerance within the otherwise highly immunogenic gut environment through its interaction with the inhibitory NKR-P1G receptor-expressing intraepithelial lymphocytes^7^. Work done by Leibelt et al. showed that mice challenged with poly(I:C) exhibited increased Clr-f expression and that Clr-f/NKR-P1G interactions in vitro are strongly inhibitory for NKR-P1G expressing cells. Together these findings can be interpreted as a potential mechanism by which Clr-f may prevent the reactivity of intestinal intraepithelial NKR-P1G positive subsets towards the epithelial barrier that is constantly provoked by microbial stimuli^7^.

The generation of Clr-f-deficient mice provided us the first opportunity to assess the functional implications of Clr-f expression in vivo and permitted us to investigate the potential immune homeostatic roles of Clr-f in the kidney. The kidney damage observed in *Clr-f*^−/−^ mice aligns with the model that the downregulation of Clr-f serves as an indicator of cell stress and injury that releases constraints on NKR-P1G-expressing effector cells. The increase in NKR-P1G on T cells in the kidneys of *Clr-f*^−/−^ mice suggests that either NKR-P1G expression is increased among kidney-resident T cells in the absence of Clr-f, or that the kidneys of *Clr-f*^−/−^ mice are subjected to an infiltration of NKR-P1G-expressing T cells. The absence of a detectable change in the presence or distribution of NKR-P1G-expressing cells in the gut of *Clr-f*^−/−^ mice might indicate that the functional consequences of the NKR-P1G:Clr-f interaction in the gut are limited to the control of immune reactivity in the context of infection rather than immune tolerance. Alternatively, redundant interactions may also control the activity of NKR-P1G-expressing cells. This is supported by findings that NKR-P1G binds not only to Clr-f but also to Clr-d and Clr-g^33^, the latter of which is moderately expressed in the tissues of both the kidney and the gut^6^. While our findings reveal a requirement for Clr-f to protect against autoimmune kidney damage, the NKR-P1G-mediated role in the autoimmune kidney pathologies of *Clr-f*^−/−^ mice is incomplete. Notably, although there is an increase in NKR-P1G-expressing T cells in the kidney of *Clr-f*^−/−^mice, the difference is underwhelming. It is possible that an alternative receptor participates in the surveillance of *Clr-f* in the kidney. To fully address this axis of control in kidney homeostasis, further investigations are needed.

Immune-mediated kidney damage is typified by an infiltration of inflammatory cells into the interstitial space or to the glomerulus^34^. The renal accumulations of monocytes, B and T cells, anti-glomerular antibodies, elevated IL-12 and IFNγ cytokines, and various glomerular pathologies in *Clr-f*^−/−^ mice closely resemble the autoimmune landscape of the LN mouse models (ie, MRL-*Fas*^*lpr*^)^35–37^. Although *Clr-f*^−/−^ kidneys exhibit IgA-dominant mesangial deposits with associated IgM and IgG deposition, and the clustering of *Clr-f*^−/−^ and IgAN transcriptional profiles, it is likely premature to suggest that these phenotypes are indicative of a type of CKD with IgAN^38^. Rather, these injuries, along with the presence of mesangiolysis, GBM thickening, and podocyte death in *Clr-f*^−/−^ kidneys as well as tubulointerstitial changes, fat accumulation, and the significant dysregulation in metabolic pathways are elements common to a variety of pathologies derived from metabolic defects exacerbated by the immune system^37,39,40^. Regardless of the underlying cause or disease type of the *Clr-f*^−/−^ mouse kidney disfunction, Clr-f appears to play a mitigating role against the development of autoimmunity with a clear glomerulonephritis-related pathology.

Our examination of the *Rag1*^−/−^*Clr-f*^−/−^ mice indicates a prominent contribution of T and B cell-independent mediators to the autoimmune responses of *Clr-f*^−/−^ mice. In particular, the accumulation of periglomerular CD11c^+^ cells, F4/80^+^ cells, and NKp46^+^ cells was even more pronounced in the absence of T and B cells and correlated with a significant presence of glomerular damage. This suggests that while T and B cells can contribute to kidney damaging inflammation and autoantibody complexes, in *Clr-f*^−/−^ mice these may not be central determinants of pathology, but either secondary contributors to the inflammatory activity of other immune cells or potentially serving an immunoregulatory role in mice that lack Clr-f. This contrasts evidence from the ddY mouse model of IgAN which shows a strong Th1 polarized response, with IFNγ-producing T cells increasing with age and the progression of glomerular injury^41^. The renal infiltration of B cells in Clr-f-deficient mice has also been shown in mouse models of SLE^42^. To date, it is unclear whether B cells in the kidney contribute to the damaging inflammation in CKD or play more regulatory roles^43^. Recent evidence of CKD in elderly patients found that decreases in B cell populations were associated with the progression of kidney disease^44^. Evidence from Both T and B cells have been shown to have immune-suppressive activity in autoimmune kidney diseases^45,46^, and therefore the extent to which they contribute or regulate the pathologies of *Clr-f*^−/−^ mice requires further investigation.

Our findings together show a requirement for Clr-f expression in the tubular epithelium of the proximal convoluted tubules, and podocytes, and/or the intestinal epithelium. Loss of Clr-f expression leads to a pronounced autoimmune and inflammatory cascade that leads to kidney damage and associated adiposity. The immune responses elicited by the loss of Clr-f appear to be T and B cell-independent. Overall, a functional role for Clr-f in the kidney can be envisioned as an inhibitory molecule for surveillant effector immune cells in the kidney as posited in the gut, or as an intrinsic regulator of tubular cell function.

## Materials and methods

### Mice

All mice were maintained in a dedicated pathogen-free environment. C57BL/6 (WT) and B6.129S7- *Rag1*^*tm1Mom*^ /J (*Rag1*^−/−^) mice were acquired from the Jackson Laboratory (Bar Harbor, ME, USA). Mice carrying the combined null mutations in *Rag1* and *Clr-f* (*Rag1*^−/−^;*Clr*-*f*^−/−^) were generated by crossing Clr-f-deficient (*Clr*-*f*^−/−^) mice with (*Rag1*^−/−^) mice. All breeding and manipulations performed on animals were in accordance with university guidelines and approved by the Dalhousie University Animal Ethics Committee and the Institutional Animal Care and Use Committee (IACUC) of the University of Ottawa. All animal study designs, experiments and reporting were conducted in accordance with the ARRIVE guidelines.

### Generation of Clr-f-deficient mice

Clr-f-deficient (*Clr*-*f*^−/−^) mice were generated by homologous recombination of a targeting construct containing a floxed phosphoglycerate kinase (PGK)–neomycin cassette and genomic sequence spanning exons 3, 4, and part of exon 5 of the *Clr-f* gene. The complete targeting construct was confirmed by sequencing at the Ottawa Hospitals Research Institute (OHRI) before electroporation into C57BL/6 Bruce-4 embryonic stem (ES) cells. ES clone selection by G418-resistance was performed by the IRCM (Montreal Clinical Research Institute) Transgenic Core Facility (Montreal, QC, Canada). Meanwhile, the 5′ and 3′ *Clr-f* probes were tested in a restriction fragment length polymorphism (RFLP) analysis using thymic genomic DNA from a WT B6 mouse, which was digested with *Bam*HI and *Pst*I, respectively. Digested DNA fragments were resolved on 1% agarose gel and transferred to nylon membrane blots. *Clr-f* cDNA probes were labeled with radioactive ^32^P-dCTP (Perkin Elmer, Guelph, ON, Canada) using the NEB lot kit (New England Biolabs, USA). Blots were probed with ^32^P-labelled *Clr-f* cDNA probes in hybridization solution (10% (w/v) dextran sulfate; 1 M NaCl; 1% SDS). Hybridization was carried out overnight at 65 °C and post-hybridization washes were performed with a solution containing 2 × SSC and 1% SDS pre-warmed to 65 °C. The blots were exposed to photographic films to reveal the hybridization signals (Figs. S1A, S3B). The membranes were stripped with 0.2% SSC/0.2% SDS for 30 min at 85 °C between different hybridizations. Neomycin-resistant clones were screened by Southern blot analysis, and a targeting efficiency of ~ 15% was observed. Selected ES clones were microinjected into blastocysts at the IRCM Microinjection Service Facility to generate the chimeric *Clr-f*^lox^ founder mice. The mice were screened by Southern blot analysis and were then bred with B6 females to produce *Clr-f*^wt/lox^ heterozygous mice. Heterozygous mice were interbred to obtain *Clr-f*^lox/lox^ mice. To remove the neomycin cassette, *Clr-f*^lox/lox^ mice were bred with homozygous CMV-cre transgenic mice on a B6 background (Jackson Laboratory). The resulting double heterozygous CMV-Cre^Tg/0^;*Clr-f*^*−/*+^ mice were interbred to produce *Clr-f*^−/−^ mice that lacked the CMV-cre transgene. Mice were genotyped using specific primers (Table 1, Fig. S1B,C, and Fig. S3C,D). PCR amplification was performed using the AccuStart II Taq DNA polymerase (Quanta Biosciences, Gaithersburg, MD, USA). PCR mixture was prepared following the manufacturer’s instructions. Phenol/Chloroform extracted ear DNA was used as templates. The following PCR cycling parameters were used: 30 amplification cycles of 94 °C for 40 s, 60 °C for 45 s, 72 °C for 60 s. WT and *Clr*-*f*^−/−^ littermates were used in all experiments unless otherwise indicated.

**Table 1:** Primer List.

Primer name	Forward primer (5′–3′)	Reverse primer (5′–3′)
KO	TCCTGGAAGGCTCTGGATTG	GACCTCGGAATGCCACTTGTC
WT	CAGTGAGGTCAGATGTGGCAG	GACCTCGGAATGCCACTTGTC
Lox	GACAATAGCAGGCATGCTG	GACCTCGGAATGCCACTTGTC
*Clr-f* (I)	TTGAAACGAGTTCCATGGGC	GGTCATAGAGCATCTGATTG
*Clr-f* (II)	ATGAATGCTGCAAAGGTTG	TCACACATGCCTTGGTAC
*Clr-b*	ACTCAGCTCCTCAGCTCTGA	GGCTAAAAAGCGTCTCTTGG
*Clr-a*	CAAAGGTTGAAGAGGCTTCC	TCACGCATGCTTTGGCACAT
*Gapdh*	ACTCACGGCAAATTCAACGGC	ATCACAAACATGGGGGCATCG

### In situ hybridization

In situ hybridization analyses of *Clr*-*f* were achieved by cloning the full-length sense-strand CDS and *Clr-f*-spanning antisense strand into a pGEM-T Easy vector as described previously. Digoxigenin-labeled antisense and sense RNA probes were transcribed from linearized plasmids encoding the *Clr-f* gene with T7 polymerase using DIG RNA labeling mix (Roche, Basel, Switzerland). Tissues were collected from adult B6 mice and were fixed either in 10% formalin at RT or in 4% paraformaldehyde at 4 °C with gentle shaking for up to 24 h. Tissues were then embedded in paraffin and 4 µm sections were prepared on glass slides. Tissue slides were deparaffinated by treatment with 0.2 N HCl for 15 min and 30 µg/mL of proteinase K at 37 °C for 20 min. Tissue was fixed in 4% PFA for 10 min followed by treatment with 0.25% acetic anhydride in 0.1 M triethanolamine two times for 5 min each. Slides were then pre-hybridized with hybridization solution (50% (v/v) formamide/5 × SSC, pH 4.5; 2% (w/v) blocking powder (Roche); 0.05% (w/v) CHAPS; 5 mM EDTA; 50 µg/mL heparin; 1 µg/mL yeast RNA) in a 58 °C oven for at least 1 h, and then incubated with hybridization solution containing 500 ng/mL digoxigenin-labeled probe overnight at 58 °C. Post-hybridization washes were performed with 50% formamide/2 × SSC, pH 4.5 at 55 °C 3 × for 20 min each, and slides were stained with sheep anti-digoxigenin alkaline phosphatase-conjugated antibody at 1:1000 dilution in blocking solution (Roche). Color development was performed by adding nitro blue tetrazolium/5-Bromo, 4-chloro, 3-indoylphosphate (NBT/BCIP, Roche) substrates to the slides. Slides were kept in the dark at RT until optimal signals appeared. Control labeling was performed using a sense-strand probe and competitive binding studies with sense and antisense probe confirmed specificity. Slides were then counterstained with light-green or methyl green and visualized under a light microscope.

### RT-PCR

Kidney tissues from age- and sex-matched WT and *Clr*-*f*^−/−^ mice were excised, rinsed with PBS, and frozen at -80 °C. RNA was isolated from frozen tissues using RiboZol RNA extraction reagent (AMRESCO Inc., West Chester, PA, USA) following the manufacturer’s instructions. Approximately 1 μg of RNA was transcribed into cDNA using Verso cDNA kit (Thermo Scientific, Waltham, MA, USA). PCR amplification was performed on 1 μL of cDNA product using specific primers (Table 1). PCR conditions used were 94 °C for 30 s, 58 °C for 30 s, 72 °C for 60 s, and 35 amplification cycles. PCR products were visualized on 1% agarose gel stained with ethidium bromide (Fig. 1C, Fig. S3A).

### Immunohistochemistry

Kidney tissues of age- and sex-matched WT and *Clr*-*f*^−/−^ mice were deparaffinized by three 5 min incubations in xylene, two 5 min incubations in 100% ethanol, followed by 90% ethanol, then 80% ethanol, and finally 70% ethanol. Slides were rehydrated by washing in distilled water (20 dips), and heat-induced epitope retrieval was performed using a pressure cooker in citrate buffer (pH 6.0). Endogenous peroxidases were blocked with 3% hydrogen peroxide in sterile water for 10 min, and proteins were blocked using Background Sniper (Biocare Medical, Pacheco, CA, USA). Sections were then incubated with rat anti-mouse monoclonal anti-Clr-f antibodies^7^ at 4 °C overnight. The next day, the slides were rinsed with 0.1 M PBS and incubated for 1 h in secondary antibodies. Staining was developed using a Goat-on-Rodent HRP-Polymer kit (Biocare Medical) and Betazoid DAB Buffer (Biocare Medical), followed by hematoxylin counter-staining. The same process was used to stain renal tissue section for IHC labeling of NKp46^+^ and CD3^+^ cells, using anti-NKp46 (eBioscience, Santa Clara, CA, USA, clone 29A1.4, CAT#48-3351-82) and anti-CD3 (BioLegend CAT#100,327) respectively as primary antibodies. IHC labeling of F4/80 was performed on frozen kidney sections using an anti-F4/80 rat monoclonal BM8 antibody. A goat anti-rat IgG H&L HRP-conjugated secondary antibody (Abcam, Cambridge, UK CAT#ab97057) was used as above and IHCs were developed with, a horseradish peroxidase (HRP) substrate was used DAB Substrate Kit (Abcam, CAT#ab64238).

### Immunofluorescence

The kidney and/or intestinal tissues of age- and sex-matched WT and *Clr*-*f*^−/−^ mice were cryopreserved in 30% sucrose at − 80 °C in Tissue-Tek optimal cutting temperature compound (Fisher Scientific, Pittsburgh, PA, USA). 20 μm cryostat sections were fixed with acetone in a fume hood at room temperature for 16 min and airdried for at least 30 min, after washing in 0.01 M PBS, pH 7.4. Nonspecific binding was blocked with 10% donkey serum. Sections were incubated overnight at 4 °C with the primary antibodies: anti-Clr-f^7^, anti-NKR-P1G (a rat anti-mouse monoclonal antibody described previously^7^), anti-IgA (goat anti-mouse IgA alpha chain (Abcam, Cambridge, UK CAT#ab97235), anti-IgG-PE (BioLegend, San Diego, CA, USA CAT#405324, anti-IgM-FITC (Life Technologies, Carlsbad, CA, USA CAT#A21042), Complement C3 Antibody (11H9) (Novus Biologicals, Littleton, CO, USA Cat# NB200-540), anti-IFNγ-PE (BD-Biosciences, Franklin Lakes, NJ, USA CAT#554411), anti-IL-12-PE (BD-Pharmingen CAT# 554479), anti-CD45-FITC (BioLegend CAT#103108), anti-CD11c-FITC (eBioscience CAT#11-0114-85), anti-F4/80-APC (BioLegend CAT#123116), and anti-NKp46-eFluor 450 (eBioscience, CAT#48-3351-82) at 1:100 concentration in 5% normal serum in a humidified chamber. Secondary antibody labeling of anti-Clr-f and anti-NKR-P1G antibodies using FITC-conjugated polyclonal antibodies was performed at RT for 1 h incubation. Samples were DAPI nuclear stained at RT for 5 min, washed with PBS, and mounted on glass slides with one drop of VECTASHIELD PLUS antifade mounting media (Vector Laboratories, San Francisco, CA, USA) and covered with a glass coverslip. Slides were examined using a Zeiss LSM 510 laser scanning confocal microscope.

### Histology and pathology scoring

Kidney sections of age- and sex-matched WT, *Clr*-*f*^−/−^, *Rag1*^−/−^ and *Rag1*^−/−^*Clr*-*f*^−/−^ mice (3 μm) were Periodic acid-Schiff (PAS) stained. Renal tissue was assessed for mesangial cellularity (defined as 4 or more nuclei per mesangial area), endocapillary proliferation, crescents, and glomerular sclerosis. Sections were also assessed for the presence of tubulopathy, interstitial fibrosis, tubular atrophy, and tubulointerstitial cell infiltrates. For glomeruli pathology scoring a semi-quantitative score was used to evaluate the degree of glomerular damage. A minimum of 50 glomeruli in each group was examined and the severity of the lesion was graded from 0 to + 3: a + 1 lesion represented an involvement of ≤ 30% of the glomerulus, + 2 of 30–60%, while a + 3 lesion indicated ≥ 60% of the glomerulus was involved. Measurement of GBM thickness was performed on glomerular electron micrographs of WT and *Clr*-*f*^−/−^ using Image J V1.53a^47^. PAS-stained renal tissue from two *Rag1*^−/−^ and two *Rag1*^−/−^*Clr*-*f*^−/−^ mice was additionally scored blindly for the presence of the pathological features above, and the quantified features were calculated from the mean four kidney sections per mouse.

### Electron microscopy

Processing tissue for transmission electron microscopy followed the published protocol^48^. Briefly, small pieces of kidney tissues from 12-week-old WT and *Clr*-*f*^−/−^ mice were fixed in 2.5% glutaraldehyde solution and then processed using the 1% osmium tetroxide/uranyl acetate method. Samples were embedded in Epon Araldite resin before cutting using a Reichert-Jung ultracut E ultramicrotome. Samples were visualized on a JEOL JEM 1230 transmission electron microscope and images captured using a Hamamatsu ORCA-HR digital camera.

### Urine and plasma chemical waste and electrolyte measurement

Approximately 150 μL of urine was collected daily from 12-week-old male WT and *Clr*-*f*^−/−^ mice at the same time of the day for 5 consecutive days. Urine was centrifuged at 10,000 rpm to remove debris and then stored at − 80 °C. Facial vein blood was collected from the same mice in heparinized tubes and isolated by centrifugation at 3000*g* for 5 min and stored at − 80 °C. Urine and plasma samples were sent to Idexx Laboratories (Markham, Ontario) for protein, creatinine, and electrolyte concentration measurements.

### Blood pressure measurements on 12 and 24-week-old mice

Systolic and diastolic blood pressures (BPs) were measured by tail-cuff plethysmography on 12 and 24 week-old male WT and *Clr*-*f*^−/−^ mice at steady state using a BP2000 Visitech model. BP was measured daily in the same room and at the same hour of the day for 5 consecutive days. BP values of the last 3 consecutive measurements were used to calculate the mean BP value as the first 2 days were considered essential for mice adaptation.

### Kidney RNA sequencing

For kidney RNA-seq, total RNA was isolated from freshly frozen kidneys of three age- and sex-matched WT and *Clr*-*f*^−/−^ mice at 7, 13, and 24 weeks of age using TRIzol (Thermo Fisher Scientific) and RNA Clean & Concentrator-5 kit (Zymo Research, Irvine, CA, USA). RNA samples were sent to Genome Quebec Innovation Centre, McGill University, Montreal, QC for library preparation and RNA-seq. RNA-seq was performed on the Illumina HiSeq 4000 platform, with paired-end reads, at > 30 × 10^6^ read depth per sample.

### RNA-seq analysis

The quality of the sequencing reads was inspected using FastQC tool V0.11.5 (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) and reads with Phred quality score of 30 over 90% of the reads were retained utilizing the Fastx-toolkit V0.0.13 (http://hannonlab.cshl.edu/). Next, the high-quality reads were mapped to the mouse GENCODE M25 annotation database (GRCm38.p6)^49^ using the STAR aligner V2.7.5a^50^. STAR aligner was then used to remove duplicates, create transcriptome hits count tables, and generate wiggle files. Subsequently, DESeq2 package V1.28.1^51^ was used to remove hits with CPM values less than 1 and calculate differentially expressed genes with FDR-transformed *P*-value > 0.05 and log fold change cutoff of 1.5. FPKM values for all time points and samples are provided (Supplementary Dataset File 1).

### Functional enrichment analysis

Gene ontology and Functional Enrichment Analysis was performed using g:Profiler (version e102_eg49_p15_7a9b4d6) with g:SCS multiple testing correction method applying significance threshold of 0.05 (https://biit.cs.ut.ee/gprofiler/gost)^52^ and the PANTHER Classification System with Fisher’s Exact testing and FDR threshold of < 0.05 (http://pantherdb.org/citePanther.jsp)^53^. Functional enrichment networks were created using gene sets of GO Biological Processes (GO:BP) for Mus Musculus (GRCm38.p6) BioMart release: 2020-12-08 downloaded from g:Profiler (https://biit.cs.ut.ee/gprofiler/gost). Gene Set Enrichment Analysis (GSEA) was performed using GSEA V4.03^54,55^ using Network enrichment based on FDR < 0.05. Networks were assembled, curated, and visualized using Cytoscape V3.7.1^56^. Heatmaps were generated and clustered by Euclidian distance using Morpheus (https://software.broadinstitute.org/morpheus).

### Abdominal and ectopic lipid analysis

Fat accumulation was determined by the weight of abdominal fat dissected from individual mice. Bodyweight measurements were taken before fat extractions. For Oil Red O (ORO) staining, frozen kidney sections were cut at 10 μm using a cryostat then air-dried for 30 min. ORO staining was performed by fixing the sections with 3 washes of 60% isopropanol, the incubating them with a working concentration (66%) of ORO solution (Sigma-Aldrich, St. Louis, MO, USA) staining for 15 min. Slides were then washed quickly with 60% isopropanol, quickly stained with Mayer’s hematoxylin to highlight nuclei, and then mounted using VectaMount AQ Aqueous Mounting Media (Vector Laboratories).

### Pathotype analysis

Pathotype analysis was performed using Differentially Expressed Genes (DEGs) with q < 0.05 identified from RNA-seq of WT and *Clr*-*f*^−/−^ 13-week old mouse kidneys. Significant *Clr*-*f*^−/−^ DEGs with identifiable ENSEMBL human orthologs were compared with DEGs of 15 human kidney disease expression sets (disease versus healthy kidney)^57–64^ downloaded from Nephroseq database at (http://www.nephroseq.org) (Supplementary Dataset File 2)^65^. *Clr*-*f*^−/−^ mouse and human kidney disease DEG sets were hierarchically clustering by Euclidean distance and graphed in a similarity matrix using the Morpheus software (https://software.broadinstitute.org/morpheus). Functional enrichment using g:Profiler, (using parameters described above) was performed on four groups of expression clusters with corresponding increased and decreased DEGs and non-corresponding DEGs from the compared expression profiles of *Clr*-*f*^−/−^ and IgA nephropathy (IgAN) kidney disease.

### Flow cytometry

Kidneys from age- and sex-matched WT and *Clr*-*f*^−/−^ mice were harvested, homogenized in a Petri dish on ice with RPMI media containing collagenase type 4 (2 mg/mL) (Fisher), and incubated at 37 °C for 30 min with gentle agitation. Digested tissue was passed through a 70-μm nylon filter, PBS washed, and the remaining red cells were lysed with ACK lysing buffer for 5 min on ice. Kidney immune cells were isolated by RT centrifugation at 2000 rpm for 30 min in 40% Percoll. The cell pellet was resuspended in PBS and cells counts were obtained by hemocytometer. Various mAbs were used to verify cell-surface protein expression, cells were stained for flow cytometry analysis with fluorochrome-labelled mouse antibodies: anti-CD45 (eBioscience, clone 30-F11), anti-TCRβ (eBioscience, clone H57-597), anti-NK1.1 (eBioscience, clone PK136), anti-CD19 (BioLegend, clone 1D3/CD19), anti-CD11b (BioLegend, clone M1/70), anti-F4/80 (BioLegend, clone BM8), anti-MHCII(I-A/I-E) (BioLegend, clone M5/114.15.2), anti-Ly6G (BioLegend, clone 1A8), anti-NKp46 (eBioscience, clone 29A1.4), and isotype controls. Cell viability was determined using a Fixable Viability Dye (eBioscience, Cat# 65-0865-14). To identify and quantify immune cell populations in the WT and *Clr*-*f*^−/−^ kidneys, multiparametric flow cytometry analyses using antibodies against cell-specific markers were used to identify neutrophils (CD11b^+^Ly6G^+^), macrophages (CD11b^+^Ly6G^−^F4/80^+^MHCII^+^), NK cells (CD11b^lo^Ly6G^−^TCRβ^−^NK1.1^+^), and NKp46^+^ cells (CD11b^lo^Ly6G^−^TCRβ^−^NKp46^+^), T cells (Ly6G^−^NK1.1^−^TCRβ^+^) and B cells (CD11b^−^Ly6G^−^TCRβ^−^CD19^+^). All samples were acquired on a BD-Fortessa flow cytometer.

### Statistics

Statistical significance was determined by Student *t* test where applicable, with *P* values reported. GBM measurements utilized a one-way ANOVA analysis with Sidak’s correction for multiple comparisons, respectively.

### Ethical standards

All animal investigations in this study were conducted in compliance with the standards of Dalhousie University and the University of Ottawa animal ethics care committees and the Canadian Animal Care Council.

## Supplementary Information

Supplementary Figures.

Dataset S1.

Dataset S2.

## Data Availability

RNA sequencing data will be deposited in Gene Expression Omnibus (GEO) at accession number: GSE198814 prior to publication.

# Supplementary material for: Clr-f expression regulates kidney immune and metabolic homeostasis
**Source:** Sci Rep. 2022 Mar 22;12:4834. doi: 10.1038/s41598-022-08547-9
**Supplement:** Supplementary file 1 — Supplementary Figures.

## **SUPPLEMENTARY MATERIAL**

Scientific Reports

### **Clr-f Expression Regulates Kidney Immune and Metabolic Homeostasis.**

Haggag S. Zein, Elias Abou-Samra, Michal Scur, Alex Gutsol, Clayton W. Hall, Bishal Dasgupta, Lara Gharibeh, Turki Abujamel, Daniel Medina-Luna, Gayani S. Gamage, Tessa J. Pelino, Mona Nemer, Mir Munir A. Rahim, Alexander Steinle, Brendon D. Parsons, and Andrew P. Makrigiannis

Fig.S1 Clr-f mutagenesis validation

Fig.S2 Clr-f and NKR-P1G expression analysis

Fig.S3 Full-length gel images

## SUPPLEMENTARY FIGURES

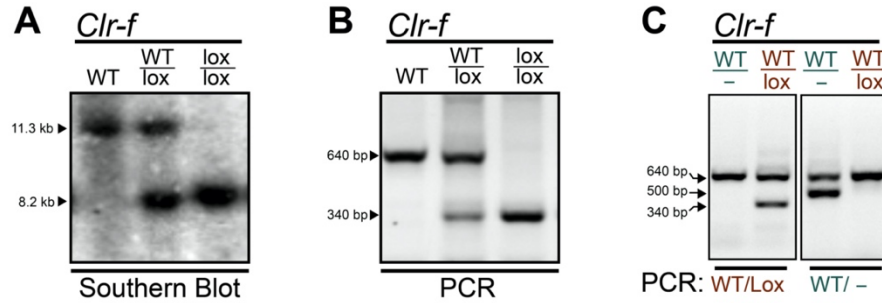

Fig. S1

**Fig. S1 *Clr-f* mutagenesis validation.** (A) Southern blot analysis of founder mice derived from targeted ES cells to identify *Clr-f<sup>lox</sup>* mice. (B) PCR analysis validation of *Clr-f<sup>lox</sup>* mouse generation using WT, Neo, and Reverse PCR primers indicated in panel A. (C) PCR analysis of tail DNA from *Clr-f<sup>wt/lox</sup>* and *Clr-f<sup>wt/-</sup>* mice generated from a cross with CMV-Cre transgenic mice. Cropped gel images of separate gels are shown. Full-length gel images are shown in Fig. S3B-D.

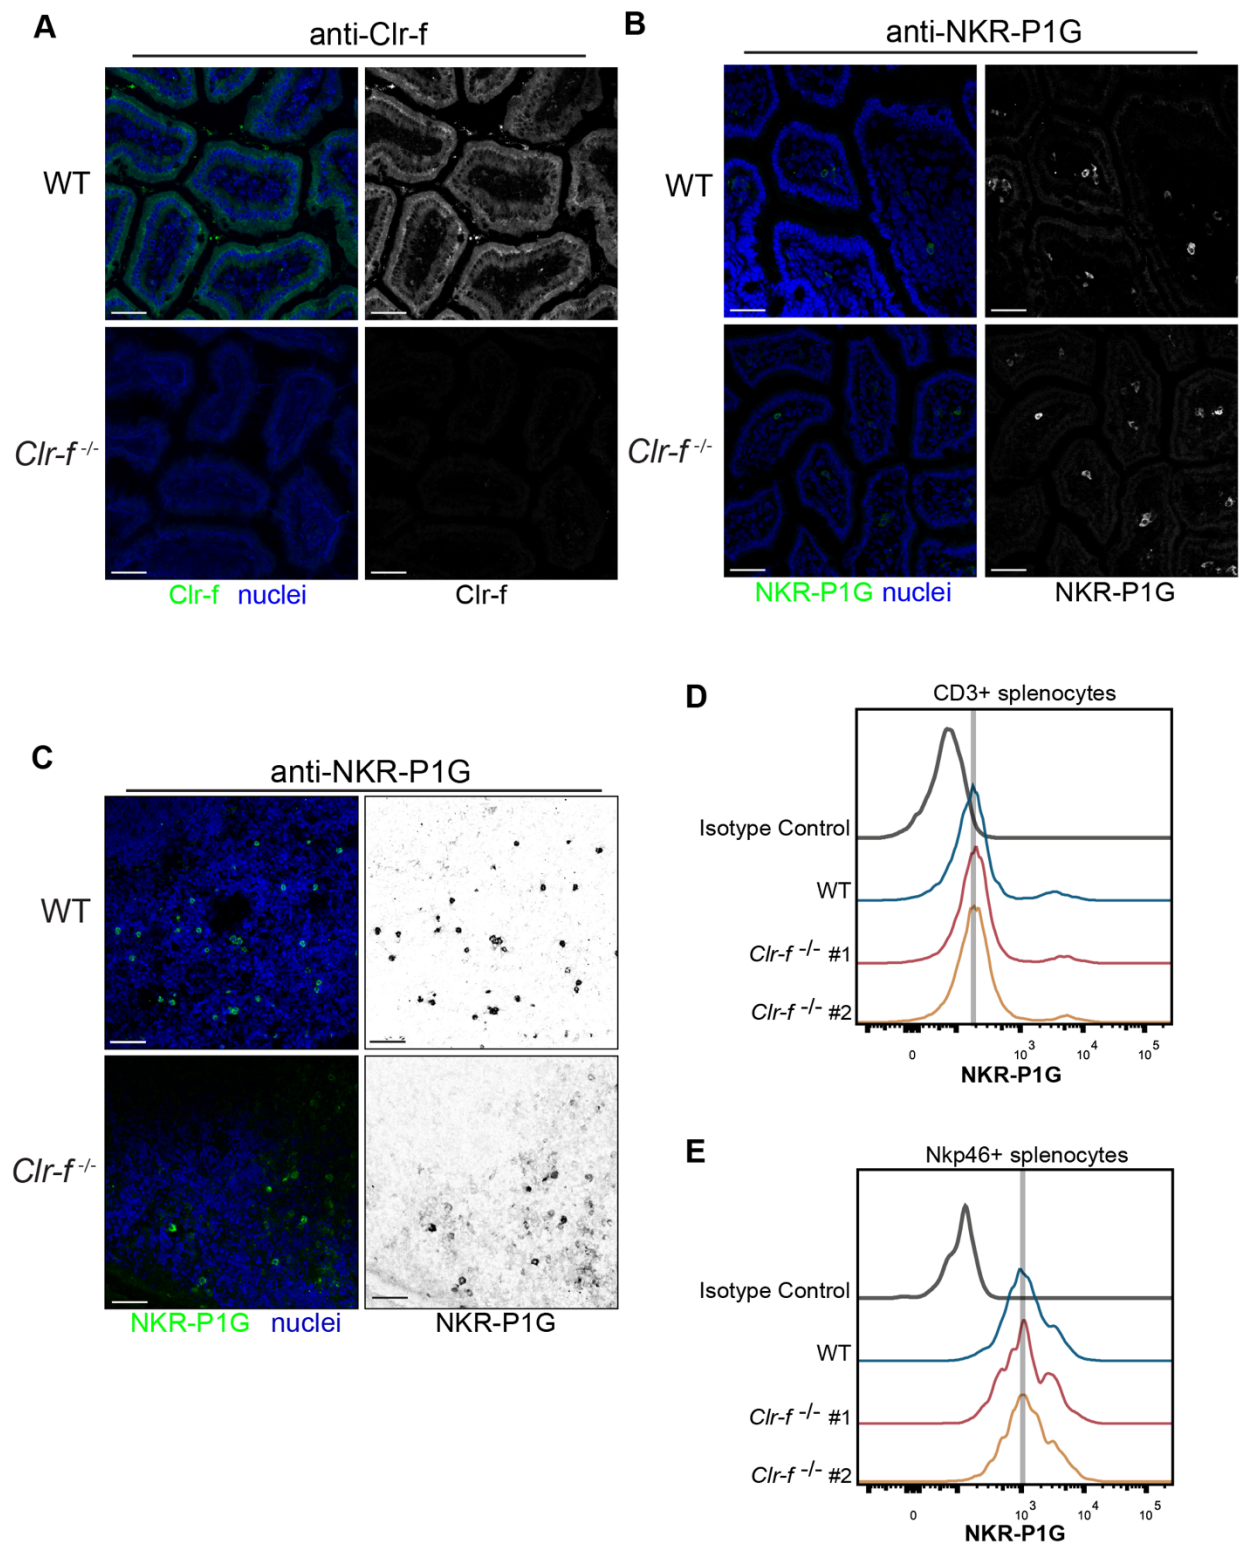

Fig. S2

**Fig.S2 Clr-f and NKR-P1G expression analysis.** (A) IF images of small intestine tissues of WT and *Clr-f*<sup>-/-</sup> mice using an anti-Clr-f antibody (10A6) and (B) anti-NKR-P1G antibody (8A10). (C) IF images of spleen tissues of WT and *Clr-f*<sup>-/-</sup> mice using anti-NKR-P1G antibody. Scale bars represent 40μm. Flow cytometry analysis of NKR-P1G expression on (D) CD3<sup>+</sup> splenocytes and (E) NKp46<sup>+</sup> splenocytes from WT and *Clr-f*<sup>-/-</sup> mice.

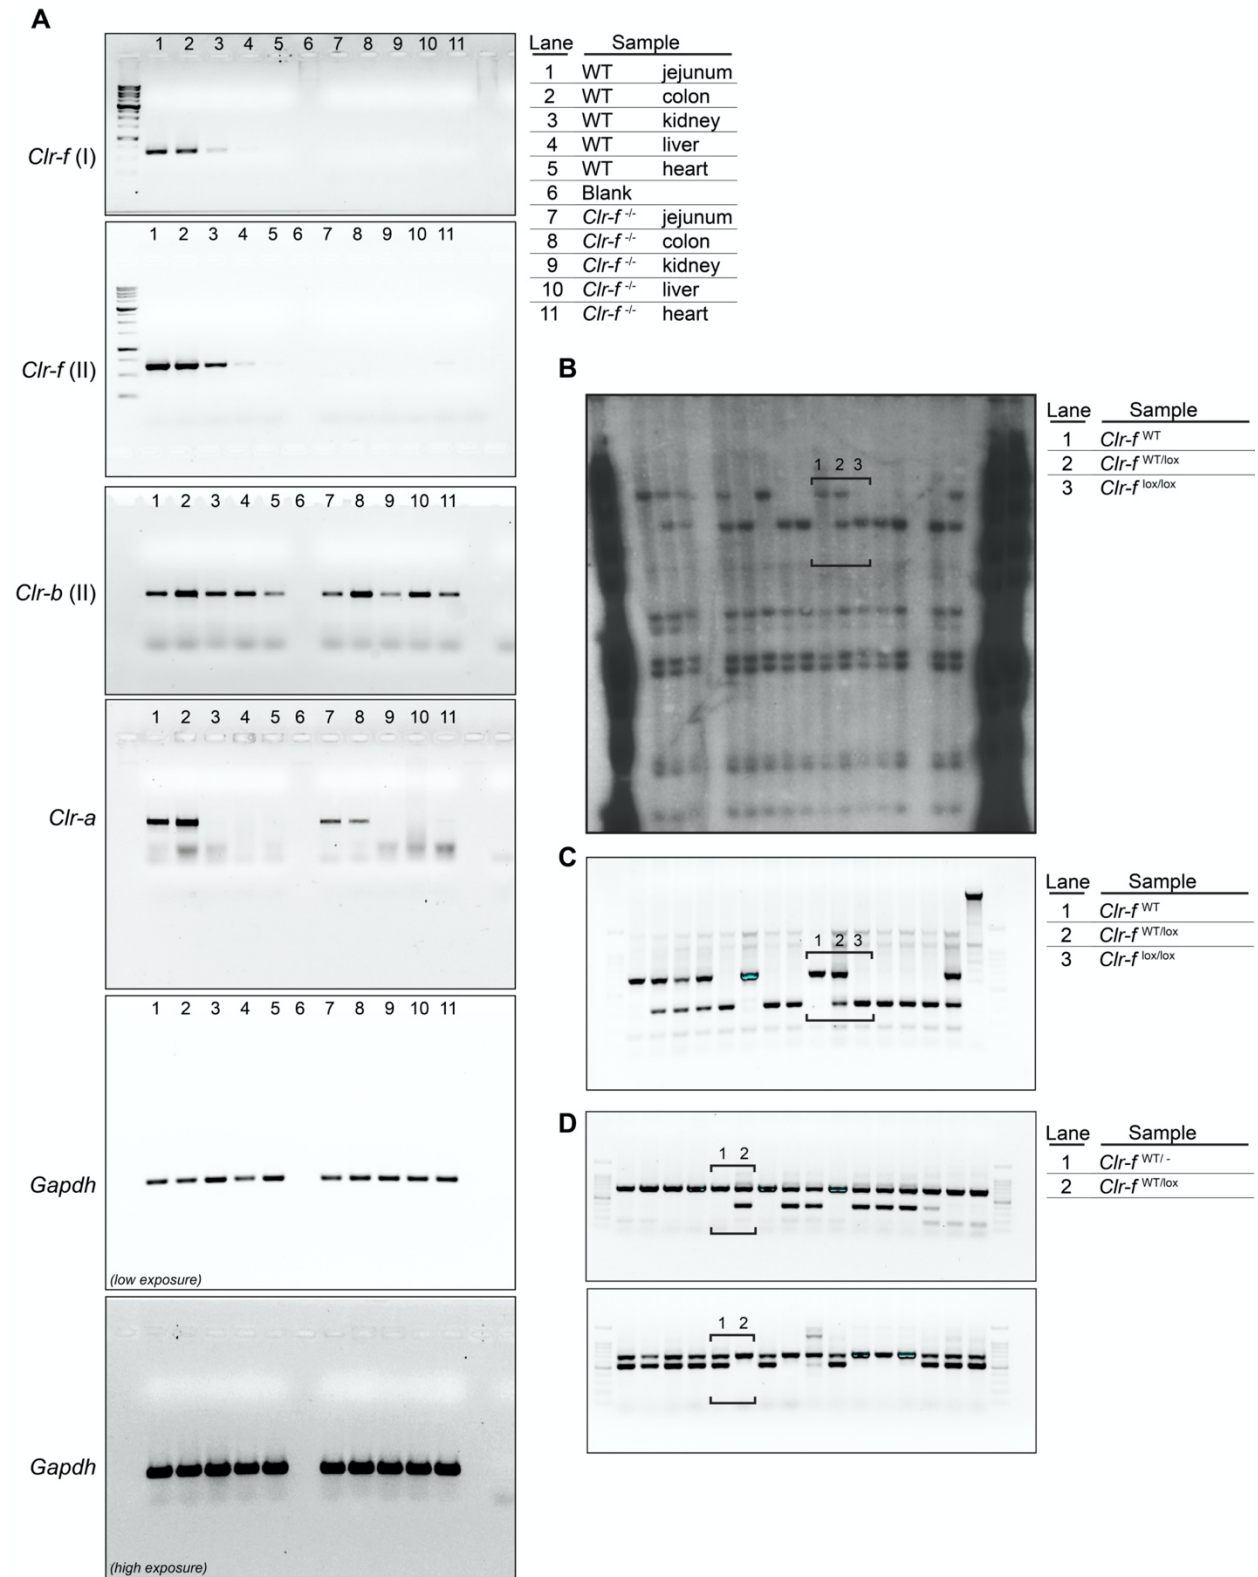

Fig. S3

**Fig.S3 Full-length Gels** (A) Full-length gel images of RT-PCR analysis shown in Fig.1C (B) Full-length gel image of Southern blot analysis data shown in Fig.S1A. (C and D) Full-length gel image of PCR analysis validation of *Clr-f<sup>wt/lox</sup>* and *Clr-f<sup>wt/-</sup>* mouse generation shown in Fig.S1B and Fig.S1C, respectively.

How the deposited data were processed for this re-analysis (not part of the article)

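RNA from total kidneys of 18 mice was analysed, 3 WT mice and 3 mice labelled *Clr-f*-/- at each of 3 ages (7, 13 and 24 weeks), with 1 library per mouse and no library left out. The authors checked the reads with FastQC 0.11.5, filtered them on base quality with Fastx-toolkit 0.0.13, mapped them with STAR 2.7.5a to GENCODE M25 (GRCm38.p6), removed duplicates and made tables of counts. The deposited values are whole-number counts for each gene or transcript identifier and each mouse, without normalization, although the paper calls them FPKM. The authors then tested genes with DESeq2. How reads with several positions or of either strand were counted is not named in the paper's text.

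Between 22193736 and 32742734 counts per library were on genes, so 3 counts, the floor used here, correspond to between 0.0916 and 0.135 CPM. The 53383 rows comprised 41967 gene identifiers and 11416 transcript identifiers, and 2 gene identifiers occurred more than once. Of all rows, 53108 (99.48%) were matched to GENCODE M21 (GRCm38.p6), which gave gene names, positions, GC content and length. No pair of libraries within a group was a copy of the other, since the lowest chi-square per degree of freedom among 18 such pairs was 7.03.

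The main comparison was made at each age alone, in R 4.3.3, with edgeR 4.0.16 on the counts as deposited. It used TMM normalization, genes with at least 1 CPM in at least 3 of the 6 libraries, the quasi-likelihood test and Benjamini-Hochberg adjustment with a threshold of 0.05. Standard errors were derived from that test, as the absolute log2 fold change divided by the square root of its F statistic. Changes with age were tested in all 18 libraries together, with 1 mean for each genotype and age and both interaction terms in one test. Genes were sorted into rising, falling, highest at 13 weeks and lowest at 13 weeks by their 3 log2 fold changes, and a step counted as larger when it was over 1.5 times the other. For 11 gene lists written by hand for processes named in Fig. 3, and for the 48 genes of Fig. 4A, the median log2 fold change was taken and camera of limma 3.58.1 was run with a preset inter-gene correlation of 0.01, adjusted over the 12 lists. The GO sets were not used here. Human profiles were compared with the 13-week log2 fold changes by Pearson's r and Spearman's rho across genes. Correlations across libraries were tested by exact permutation with Python 3.11.15 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9.

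The genes named are, at each age, the 3 with the largest positive and the 3 with the largest negative log2 fold change among those with an adjusted p-value under 0.05, a mean of at least 5 CPM and all 3 libraries of one label on one side of the other. Also named are the genes of Fig. 4A, *Clec2h*, the Clr and NKR-P1 genes of the introduction, and genes of the markers stained in Fig. 2 and Fig. 6. With 3 libraries against 3, an exact permutation test cannot give a p-value under 0.1, so single genes were tested only by models fitted across all genes. Groups of 3 were not tested for outliers, although values of single libraries are described.

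The alternatives were DESeq2's size factors, upper quartile normalization and library totals alone in place of TMM, no filter, a filter of at least 10 counts in every library, DESeq2 1.42.0, limma voom with sample quality weights, mitochondrially encoded genes left out, all 18 libraries in the fit, each library left out in turn, and a log2 fold change of at least 1.5. Another alternative removed each library's trends with GC content and gene length by spline offsets with 5 degrees of freedom. The replicate number was also used as a block, alone and with these offsets; the pairing comes from the replicate numbers in the sample labels, and same-numbered samples are different mice. For the lists, camera with an estimated correlation and fry were tried, for Fig. 4A the deposited values without normalization, and for the human profiles log2 values. Apart from the GC and length offsets, these choices, the gene lists and the rule for named genes were set before the data were examined. The test of the offsets was chosen only after the result was seen. A fold change of at least 1.5 on the linear scale was added after seeing the data.

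The procedure was tested on simulated counts in which 200 genes changed by 1.5 on the log2 scale. The edgeR test recovered 190, 195 and 195 of them at the depths of the 7-, 13- and 24-week libraries, with 15, 12 and 24 false calls among 14226, 13864 and 14270 genes. With a simulated GC trend it made 10190, 10081 and 9866 false calls, and with the offsets 13, 18 and 25. The simulated spread came from the WT libraries. The simulated GC trend was the same in every library labelled *Clr-f*-/-, with no length trend. The real 13-week libraries of this label had a larger spread and differed from each other in GC trend (rho of up to 0.693). The simulation therefore does not show how many 13-week calls are recovered or false.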

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

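The tests of GC content, of the GC trend within a group, of gene length, of the offsets, of a mislabelled library and of red blood cell RNA at 13 weeks, the tests of *Xist*, and the tests of paralog reads and of a continuing transcript for *Klrb1* were chosen only after the result was seen, as was the count of swaps that regroup the libraries.

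The difference between libraries labelled *Clr-f*-/- and WT libraries changed with age in 8085 of 14932 genes by the test of both interaction terms. That test takes 1 spread per gene from all 18 libraries, so with unequal spread between ages this number can be too high. Tested as lists with camera, the effect on the cell-substrate adhesion list was lower at 24 than at 7 weeks (median -0.17 on the log2 scale). The effect on the electron transport list was higher at 13 weeks than at the other ages (1.28), and that on the mitotic cell cycle list was lower (-0.79). Labels were also swapped within same-numbered pairs of an age, in 60 drawn arrangements with the real one included. As many interaction genes arose in 2 of the 60, with 0 to 8186 in the others. A difference as large arose in 17 of the 60 for cell-substrate adhesion, 4 for electron transport and 2 for the mitotic cell cycle. A swap of all 3 pairs of an age leaves its grouping in place with the sign turned, so such swaps are no evidence against a result. The 13-week libraries were regrouped in 40 of the 60, and 0 of these 40 were as large for the interaction genes, electron transport or the mitotic cell cycle. These 40 hold only 3 other groupings of the 13-week libraries, too few to decide. The 7- and 24-week libraries were both regrouped in 33 of the 60, and 9 of these were as large for cell-substrate adhesion, which does not stand apart from them. The mitotic cell cycle list was at 1.05 at 7 weeks and -0.48 at 13 weeks, so its difference comes from both ages.

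At 13 weeks, the log2 fold changes were related to GC content with Spearman's rho of 0.757 across genes, and to gene length with rho of -0.352. The difference between 2 libraries labelled *Clr-f*-/- of that age was itself related to GC content with rho of up to 0.693, against at most 0.131 between WT libraries of one age. After offsets for GC and length, 1212 genes changed in place of 5371, and 682 of them were among the 5371, so these trends may account for a large part of the change. With every library thinned to the smallest total, 5416 genes changed, and with the 20 most abundant genes left out, 5431, which goes against library size or a few abundant genes as the cause. Of 7 adipose markers, 4 were tested and had a median log2 fold change of 7.03, mostly from 1 of the 3 libraries labelled *Clr-f*-/-, where *Cfd* was at 561 CPM against 13.9 and 71.6 in the others. The median of 5 red blood cell markers was 3.39, or 1.74 with offsets, and it was 1.27 at 7 weeks and -0.86 at 24 weeks. Both leave open that RNA of other cells may contribute. The 1 adrenal marker of 6 that could be tested had -0.94, or -0.24 with offsets, and a single gene does not decide on adrenal RNA. *Klrb1* counts were on the side of the label in 6 of the 6 libraries, which goes against a mislabelled library. Whether the genes that remain with offsets follow adipose or red blood cell RNA was not tested, and a genotype effect as the cause of the broad change remains a hypothesis.

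*Klrb1*, which the paper does not analyse in the kidney RNA, was at a mean of 128 CPM at 7 weeks, 39.5 CPM at 13 weeks and 62.5 CPM at 24 weeks in libraries labelled *Clr-f*-/-, against at most 4 counts in any WT library. The other *Klrb1* and *Clec2* genes lost CPM equal to 12.3% of what *Klrb1* gained at 7 weeks, which goes against reads moved from paralogs. Of 73 other genes tested within 5 Mb, 1 (1.37%) changed at 7 weeks, which goes against a block of strain variants. That gene, *Gm44215*, was named after its value was seen, and lies between *Clec2h* and *Klrb1*. It was higher at 7 weeks (log2 fold change 6.59, edgeR adjusted p = 0.000407). Over all ages, it held 13 to 330 counts in libraries labelled *Clr-f*-/- and at most 4 in WT libraries. RNA counted between *Clec2h* and *Klrb1* thus rose along with *Klrb1*. Across the 9 libraries labelled *Clr-f*-/-, *Klrb1* and *Clec2h* CPM were related with Spearman's rho of 0.883 (exact permutation test, two-sided, p = 0.00308) and Pearson's r of 0.988 (exact permutation test, two-sided, p = 0.00016). Without the 2 libraries farthest from the median, Pearson's r was 0.988 (exact permutation test, p = 0.00317) over 7 libraries, while each age holds only 3 and is too small to test alone. The permutations ran across ages. Every 7-week library of this label exceeded every 13-week one in both genes, so the p-values include differences between ages. The ratio of *Klrb1* to *Clec2h* counts lay between 1.21 and 1.83. The paper reports by flow cytometry, not analysed here, more NKR-P1G staining on renal T cells but not on renal NK cells. At 7 weeks, *Cd3g* was at 0.431 CPM in WT libraries and 0.545 CPM in libraries labelled *Clr-f*-/-, *Cd3e* at 0.294 and 0.189, and the NK cell gene *Ncr1* at 0.0760 and 0.0903, too low for a test of each gene. Set against the log2 fold change of 10.45 of *Klrb1* at that age, they go against a greater number of these cells as its source. Among 14931 genes ranked by correlation of log CPM with *Klrb1*, *Clec2h* ranked as number 2, after *Col6a3*. A candidate explanation is a transcript that starts at the *Clec2h* locus and continues into *Klrb1*, on which the counts cannot decide, because the genes lie on opposite strands and the counting's use of strand is not known.

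*Mgll*, which the paper does not discuss, was at a mean of 233 CPM at 7 weeks, 422 CPM at 13 weeks and 245 CPM at 24 weeks in libraries labelled *Clr-f*-/-. The highest WT library was at 97.2, 95.1 and 86.7 CPM, so 3 of 3 libraries were higher at each age. Its log2 fold changes were 1.41, 3.25 and 1.53, and 1.34, 2.45 and 1.47 with GC and length offsets, so these trends do not remove the difference, although at 24 weeks the edgeR adjusted p with offsets was 0.0596 (1.18e-21 to 0.346 over the alternatives for Mgll at 24 weeks). *Mgll* lies on chromosome 6 with *Clec2h* but outside the 5 Mb window. *Gm26588*, named after its value was seen, overlaps the start of *Mgll* on the other strand and was higher at 7 weeks too (log2 fold change 1.59, edgeR adjusted p = 0.0310). A linked variant was not tested for, so a genotype effect cannot be told apart from the effect of such a variant.

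In the 24-week library labelled *Clr-f*-/- of replicate 3, *Xist* was at 638 CPM (18176 counts) and Y-linked genes at 2 counts. The Y-linked share was 0.0396% of the median of the other 24-week libraries, which goes against a mixture of female and male tissue. Its *Klrb1* was at 112 CPM, which goes against a swapped genotype label. The pattern is that of a female mouse, while the other 17 libraries had at most 26 *Xist* counts. Without it, 290 genes changed at 24 weeks in place of 7, so this library may be part of why few genes changed.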

How the results depend on the processing

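The threshold of at least 1.5-fold on the linear scale was chosen after seeing the data, and gave 54, 5371 and 7 genes at 7, 13 and 24 weeks. Causes of the changes below were not tested, except for the GC and length offsets.

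Library totals alone moved the median of all genes at 13 weeks to -0.55, upper quartile normalization to -0.17 and no filter to -0.37, against -0.04, and library totals moved it to 0.11 at 24 weeks, against 0.02. The genes changed at 7 weeks numbered 66 (44 higher and 22 lower), and 1323 with no filter on low counts, 653 with DESeq2, 176 with limma voom, 106 with the replicate number as a block, 138 with the block and offsets, 2 with all 18 libraries in the fit and 13 with a log2 fold change of at least 1.5. They ranged from 7 to 203 across the 6 fits that each left out one library. The 66 genes were all called by DESeq2 and limma voom, 61 with offsets and 45 with the block. The genes changed at 13 weeks numbered 5371 (56.4% higher), and 0 with library totals alone (5361 at an unadjusted p under 0.05). They numbered 3538 with at least 10 counts in every library, 10063 with limma voom, 1089 with the block and offsets and 1212 with offsets. There were 10707 with all 18 libraries and 3278 with a log2 fold change of at least 1.5. With 1 library left out, there were 10838 without replicate 1 of *Clr-f*-/-, and 0 or 1 without any other. DESeq2 gave 7773 genes, of which 5368 were among the 5371. The block gave 4704 genes, 1793 higher and 2911 lower (38.1% higher), of which 3833 were among the 5371. DESeq2's size factors in edgeR gave 3255 higher and 2018 lower. The genes changed at 24 weeks numbered 7, and 0 with library totals alone (2987 at an unadjusted p under 0.05), 66 with no filter, 648 with DESeq2, 1254 with limma voom, 1 with the block, 1 with the block and offsets, 0 with offsets (2281 at an unadjusted p under 0.05) and 3 with a log2 fold change of at least 1.5, from 0 to 290 with one library left out. DESeq2 called 6 of the 7 and limma voom 7.

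The same-numbered samples, which are different mice, had correlations of their deviations of -0.00039 at 7 weeks and -0.0436 at 13 weeks, and the block results were 106 and 4704 genes.

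The median of each list below is on the log2 scale, and camera with estimated correlation and fry change only its p-value. The mitotic cell cycle list at 7 weeks (1.05) had adjusted p-values of 0.333 with estimated correlation and 0.0997 with fry. The electron transport list at 13 weeks (1.14) had 0.446 and 0.155, the non-motile cilium list at 13 weeks (-0.89) had 0.446 and 0.0615, and the toxic substance response list at 13 weeks (0.73) had 0.446 and 0.132, and 0.0556 with at least 10 counts in every library (0.59). The RNA splicing list at 13 weeks (-0.77) had 0.446 and 0.0615, 0.190 with offsets (-0.15) and 0.192 with the block and offsets (-0.20). The cell-substrate adhesion list, 24 against 7 weeks (-0.17) had 0.244 and 0.209, and the electron transport list, 13 weeks against the other ages (1.28) had 0.543 with estimated correlation. The mitotic cell cycle list, 13 weeks against the other ages (-0.79) had 0.123 with at least 10 counts (-0.31), 0.189 with limma voom (-0.98), 0.0529 with offsets (-0.32) and 0.630 with estimated correlation, and ranged from -1.21 to -0.60 with one library left out.

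The direction reversed for several lists that did not pass. The fatty acid metabolism list at 13 weeks turned from 0.15 to -0.0169 with upper quartile normalization, -0.43 with library totals and -0.0116 with at least 10 counts. The lipid metabolism list at 24 weeks turned from -0.01 to 0.0034 with upper quartile normalization and 0.0792 with library totals, and ranged from -0.0849 to 0.0055 with one library left out. The immune effector list at 24 weeks turned from -0.01 to 0.0030, 0.0780 and, with offsets, 0.0145, was -0.15 with limma voom (adjusted p 0.00448) and ranged from -0.26 to 0.10. The programmed cell death list at 24 weeks turned from 0.02 to -0.0068 with limma voom and -0.0059 with all 18 libraries. The lipid metabolism list, 24 against 7 weeks turned from -0.03 to 0.0147 with library totals, 0.0016 with at least 10 counts and 0.0377 with offsets, and ranged from -0.0549 to 0.0077. The fatty acid metabolism list at 24 weeks (0.06) ranged from 0.0288 to 0.0773 and passed without the female-pattern library (0.0288, adjusted p 0.00618). The programmed cell death list at 13 weeks and the TGF-beta signaling list at 24 weeks kept their direction and did not pass under any alternative run.

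The genes with a genotype effect that differs between ages numbered 8085, 3044 with the block and offsets and 4794 with offsets. For genes in the 4 age patterns: rising genes numbered 31, 72 with DESeq2, 150 with limma voom, 11 with the block, 70 with offsets and 471 among all genes tested, from 18 to 49 with one library left out. For genes in the 4 age patterns: falling genes numbered 47, 24 with library totals, 28 with at least 10 counts, 217 with limma voom, 20 with the block, 16 with the block and offsets and 620 among all genes, from 24 to 82. For genes in the 4 age patterns: highest at 13 weeks stood 4180, 1558 with library totals, 1757 with the block and offsets and 6577 among all genes. For genes in the 4 age patterns: lowest at 13 weeks stood 3827, 1244 with the block and offsets, 1810 with offsets and 7264 among all genes, from 2939 to 6222.

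The lipid genes of Fig. 4A higher at 13 weeks numbered 41, 0 with library totals (36 higher at an unadjusted p under 0.05), 0 with the values as deposited without normalization (33 higher at an unadjusted p under 0.05), 2 with the block and offsets and 1 with offsets, from 0 to 47 with one library left out (32 to 47 at an unadjusted p under 0.05). The correlation of the 13-week log2 fold changes with IgAN blood (group 14) was 0.285, 0.142 with the block and offsets and 0.140 with offsets. The agreement with the paper's 13-week log2 fold changes was 0.999, 0.695 with the block and offsets and 0.690 with offsets.

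Single genes reversed in 21 settings and 9 fits that left out a library. *Clec2d* (0.01) fell to -0.0027 with no filter and with the block, -0.0272 with the block and offsets, -0.0151 with offsets and -0.0089 with all 18 libraries in the results for Clec2d at 7 weeks, from -0.10 to 0.14. For Clec2h at 13 weeks (-0.30), it was 1.03 with the block and offsets and 0.98 with offsets, from -0.63 to 0.0191. For Clec2h at 24 weeks (0.01), it was -0.0029 with DESeq2's size factors, -0.0033 with DESeq2, -0.32 with limma voom, -0.20 with the block, -0.16 with the block and offsets and -0.0222 with all 18 libraries, from -0.77 to 0.41. With the block and offsets and with offsets, Smarcd3 at 13 weeks (0.70) was -0.33 and -0.33, Coq2 at 13 weeks (0.80) was -0.13 and -0.13, and Carm1 at 13 weeks (0.60) was -0.36 and -0.33. Ndufab1 at 13 weeks (0.52) was -0.16 with library totals. Acot11 at 13 weeks (-0.10) was 0.0414 with limma voom, from -0.31 to 0.0858. Of the other settings of 78 gene and age combinations, 201 no longer passed, 23 newly passed and 683 kept both direction and side of the threshold. With one library left out, 286 no longer passed, 7 newly passed and 151 kept both.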

Differences from the paper's values

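The fatty acid metabolism list at 24 against 7 weeks and the electron transport list at 24 weeks were brought in only after the result was seen, and the other comparisons were not.

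The genes rising with age numbered 31, against the paper's about 1600 in Fig. 3C, read by eye, and the genes falling with age 47, against the paper's about 1200 in Fig. 3C, read by eye. None of the alternatives set before the data were examined closed either gap, and the largest counts were 471 and 620 with all genes tested. The genes lowest at 13 weeks numbered 3827, against the paper's about 9100 in Fig. 3C, read by eye. With all genes tested there were 7264, and without replicate 1 of *Clr-f*-/- at 13 weeks there were 6222, which no longer differ from it by the margin used here, although they remain lower. With the other alternatives the counts still differ by that margin.

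In Fig. 4A, *Npc2* is shown lower in 3 of 3 *Clr-f*-/- columns and *Acot11* higher in 2 of 3. Here *Npc2* had a log2 fold change of 1.58 and *Acot11* of -0.10 at 13 weeks, and *Acot11* was 0.04 with limma voom. The paper's supplement gives 1.58 for *Npc2*, as here, so for this gene the difference is from the figure alone. The paper names cell death among processes raised at 13 weeks, while the list for it had a median of -0.19, although 13 of its genes were called higher and 4 lower. It names metabolic processes as raised and cell death, immunity and TGFβ signaling as lowered at 24 weeks. The lists had medians of 0.06 for fatty acid metabolism, -0.01 for lipid metabolism, 0.02 for programmed cell death, -0.01 for immune effectors and 0.07 for TGFβ signaling, and none passed camera's adjusted p-value of 0.05. The immune effector list at 24 weeks was called lower with limma voom (-0.15, camera adjusted p = 0.00448, with a range of 1.28e-06 to 0.899 over its alternatives) and without the female-pattern library, and the fatty acid metabolism list at 24 weeks was called higher without that library (0.03). The electron transport list was lower at 24 weeks, at -0.26 (camera adjusted p = 3.11e-16, 0.286 with fry, with a range of 1.55e-21 to 0.789 over the alternatives). The paper gives lipid metabolism as rising from 7 to 24 weeks, while the lipid metabolism list's difference was -0.03. The fatty acid metabolism list rose by 0.24 (camera adjusted p = 0.000182, 0.209 with fry, with a range of 2.27e-06 to 0.209 over the alternatives), as in the paper. The paper reports loss of the *Clr-f* transcript by RT-PCR, while *Clec2h* counts in libraries labelled *Clr-f*-/- were 425 to 3351. The mice are described as sex-matched, while 1 library labelled *Clr-f*-/- at 24 weeks had *Xist* at 638 CPM. The paper plots FPKM values in Fig. 4A, while the deposited values used here are whole-number counts.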

Other observations

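The test of GC content across the 15 human profiles, the swaps for fatty acid metabolism, the splits for lipid metabolism at 13 weeks and electron transport at 24 weeks and the growth test without shared libraries were chosen only after the result was seen, and the other tests in this part were not.

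With 3 libraries against 3, the 6 libraries of an age split in 10 ways, of which 4 part all 3 same-numbered pairs, so no share under 0.1 can arise and these counts do not decide. Of those 4 splits, 1, the real one, gave as many changed genes at 7, 13 and 24 weeks, and the other splits, including the 6 that part fewer pairs, gave 0. The real split alone was also as large for the mitotic cell cycle list at 7 weeks, for the electron transport, toxic substance response, non-motile cilium and RNA splicing lists at 13 weeks, for the Fig. 4A genes and for the agreement with the paper's log2 fold changes. As large a result arose in 2 of the 4 splits for fatty acid metabolism and cell death at 13 weeks, for the correlation with IgAN blood, and for fatty acid metabolism and TGFβ signaling at 24 weeks. It arose in 3 of the 4 for cell death at 24 weeks, and in 4 of the 4 for lipid metabolism and immune effectors at that age. For lipid metabolism at 24 against 7 weeks, 43 of 60 label swaps gave as large a difference, and for fatty acid metabolism 6 of 60, or 3 of the 33 that regroup both ages. For lipid metabolism at 13 weeks and electron transport at 24 weeks, the real split alone of the 4 was as large.

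Each list's median was placed among 10000 random lists of genes matched on GC content, length and expression. At 13 weeks, the electron transport list lay at percentile 81.79, the toxic substance response list at 73.82 and the non-motile cilium list at 5.85, within the range of other genes of like GC content, length and expression. After trends with GC content and length were removed by offsets, however, the electron transport list at 13 weeks still passed with a median of 0.68, the toxic substance response list at 13 weeks with 0.61 and the non-motile cilium list at 13 weeks with -0.42, so these tests conflict and leave the source of the changes open. The lipid metabolism list lay at percentile 100, which goes against these gene properties as the whole explanation. The RNA splicing list lay at 0.1, but with GC and length offsets it no longer passed, so for this list too the tests conflict, and its change cannot be told apart from those trends. The 48 genes of Fig. 4A lay at 99.96. The paper does not state how it picked them, so whether their values played a part is not known and their place is left undecided. The mitotic cell cycle list at 7 weeks lay at percentile 100. Kidneys at an earlier stage of growth were tested as an explanation for its rise, and the genotype effect at 7 weeks was related to the difference between 7- and 13-week WT libraries with rho of -0.139 across genes. Both hold the same 7-week WT libraries with opposite sign, which pulls rho down, so this value does not decide. With 1 of these WT libraries kept for growth and the other two for the genotype effect, rho was -0.0555, -0.0554 and 0.183. The 40 cell cycle genes tested in both were themselves higher in 7-week than in 13-week WT libraries, by a median of 0.15. With WT replicate 1, 2 or 3 alone kept for growth, this median over 47 genes was -0.05, 0.32 and 0.17. The genotype effect on these genes against the remaining WT libraries was 0.80, 0.89 and 0.95. Growth stage may thus have a part in the rise of this list, but its direction changed with the library kept. A genotype effect on cell cycle RNA at 7 weeks remains a hypothesis, since 3 mice against 3 cannot rule out a chance split.

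The correlation with IgAN blood (group 14) fell to 0.140 with GC and length offsets, and that profile was itself related to GC content of the mouse orthologs with rho of 0.277. Across the 15 profiles, the correlation with the 13-week log2 fold changes followed each profile's relation to GC content with rho of 0.946. The order of the profiles may therefore reflect GC content, although group 14 stayed the first of the 15 with offsets.

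The paper reports immune cells and antibodies in kidneys by staining, in experiments not analysed here. *Igha* RNA was higher in libraries labelled *Clr-f*-/- at 7 weeks (log2 fold change 2.79, edgeR adjusted p = 0.0352, in 3 of 3 libraries). It had -0.45 at 13 weeks (edgeR adjusted p = 0.648) and -0.56 at 24 weeks (edgeR adjusted p = 0.768). Its result in the test of both interaction terms is not given here, so no change with age is claimed for *Igha*. *Ptprc*, which encodes CD45, had -2.23 at 13 weeks (edgeR adjusted p = 0.0400, lower in 3 of 3 libraries) and -0.21 with GC and length offsets. *C3* had 1.94 at 13 weeks (edgeR adjusted p = 0.0627). *Clec2d* had 3.18 at 13 weeks (edgeR adjusted p = 0.0400, higher in 3 of 3 libraries), 0.01 at 7 weeks and -0.31 at 24 weeks. *Col1a1*, chosen after its value was seen, had 1.31 at 7 weeks (edgeR adjusted p = 0.000407). At 13 weeks, Y-linked genes had 1615, 203 and 412 counts in the 3 libraries labelled *Clr-f*-/-, and these libraries had 0 *Xist* counts.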
